# Genome-wide profiling of miRNA-gene regulatory networks in mouse postnatal heart development—implications for cardiac regeneration

**DOI:** 10.3389/fcvm.2023.1148618

**Published:** 2023-05-22

**Authors:** Umesh Chaudhari, Lotta Pohjolainen, Heikki Ruskoaho, Virpi Talman

**Keywords:** miRNAs, gene regulatory networks, transcriptomics, neonatal mouse heart, cardiac development, cardiac regeneration

## Abstract

**Background:**

After birth, mammalian cardiomyocytes substantially lose proliferative capacity with a concomitant switch from glycolytic to oxidative mitochondrial energy metabolism. Micro-RNAs (miRNAs) regulate gene expression and thus control various cellular processes. Their roles in the postnatal loss of cardiac regeneration are however still largely unclear. Here, we aimed to identify miRNA-gene regulatory networks in the neonatal heart to uncover role of miRNAs in regulation of cell cycle and metabolism.

**Methods and results:**

We performed global miRNA expression profiling using total RNA extracted from mouse ventricular tissue samples collected on postnatal day 1 (P01), P04, P09, and P23. We used the miRWalk database to predict the potential target genes of differentially expressed miRNAs and our previously published mRNA transcriptomics data to identify verified target genes that showed a concomitant differential expression in the neonatal heart. We then analyzed the biological functions of the identified miRNA-gene regulatory networks using enriched Gene Ontology (GO) and KEGG pathway analyses. Altogether 46 miRNAs were differentially expressed in the distinct stages of neonatal heart development. For twenty miRNAs, up- or downregulation took place within the first 9 postnatal days thus correlating temporally with the loss of cardiac regeneration. Importantly, for several miRNAs, including miR-150-5p, miR-484, and miR-210-3p there are no previous reports about their role in cardiac development or disease. The miRNA-gene regulatory networks of upregulated miRNAs negatively regulated biological processes and KEGG pathways related to cell proliferation, while downregulated miRNAs positively regulated biological processes and KEGG pathways associated with activation of mitochondrial metabolism and developmental hypertrophic growth.

**Conclusion:**

This study reports miRNAs and miRNA-gene regulatory networks with no previously described role in cardiac development or disease. These findings may help in elucidating regulatory mechanism of cardiac regeneration and in the development of regenerative therapies.

## 1. Introduction

Mammalian heart development is a complex and tightly regulated process, which involves cell differentiation, proliferation, migration, growth, and maturation. Soon after birth, mammalian cardiomyocytes (CMs) terminally differentiate and lose proliferation capacity permanently. Very few CMs retain the capacity of proliferation throughout the life and less than 1% of CMs renew annually in humans (1, 2). Myocardial infarction results in irreversible damage to heart muscle leading to loss of as many as 1 billion CMs (3). Due to the negligible regeneration capacity, lost CMs cannot be replaced by new CMs in the advent of injury such as myocardial infarction. Cardiac muscle damage therefore leads to cardiac remodeling, which results in cardiac dysfunction and progressive heart failure.

Interestingly, certain fishes like zebrafish, and amphibians like newts and axolotls retain a complete cardiac regeneration capacity throughout their life (4). Moreover, 1-day old neonatal mouse heart possesses full regenerative potential after cardiac injury (5). However, this regenerative potential rapidly diminishes after birth and is completely lost by the end of the first week of life due to CM cell cycle withdrawal. While losing proliferative capacity, neonatal CMs undergo metabolic switch from glucose metabolism to fatty acid oxidation due to increased oxygen tension and higher levels of circulating fatty acids after birth (6). Many studies have demonstrated the significant interconnection between CM proliferation and mitochondrial metabolism (7, 8). Therefore, in-depth understanding of molecular mechanisms of metabolism-mediated cell cycle regulation is crucial to develop strategies to promote endogenous cardiac regeneration (9–13).

Small non-coding microRNAs (miRNAs) are ∼18–24 nucleotides long and bind to complementary sequences on messenger RNA (mRNA) to negatively regulate gene expression either by inducing degradation or by inhibiting translation of mRNA into proteins (14, 15). MiRNAs exhibit regulatory functions in a variety of biological and pathological processes, such as regulation of cell cycle, proliferation, differentiation, energy metabolism, apoptosis, stress response, and immune response. Recently, miRNAs have been shown to play a role in cardiac development (16, 17), diseases (18, 19), and regeneration (20, 21). However, the role of miRNAs in the regulation of CM proliferation and cell metabolism in human and other mammals remains unclear.

Currently, no clinical therapies are available to promote endogenous regeneration after cardiac injury. In quest of identifying therapeutic targets for endogenous cardiac regeneration, we explored miRNA dysregulation in mouse neonatal heart development with global miRNA expression profiling. Using miRNA-mRNA data integration we verified the potential target genes for the identified miRNAs, and then used the target genes in GO and KEGG pathway enrichment analyses to construct a miRNA-gene regulatory network. Our results illustrate the central role of miRNAs in neonatal heart development. We identified several miRNAs, for which there is no previously described role in cardiac biology, as potential regulators of cardiac regeneration.

## 2. Materials and methods

### 2.1. Preparation of ventricular tissue samples

Mouse ventricular tissue (VT) samples were collected at four postnatal heart development time points as shown in the Figure 1A. Male and female mouse pups (strain C57BL/6JOlaHsd) were obtained from the University of Helsinki Laboratory Animal Center. A total of 16 pups (4 per group) were sacrificed by decapitation on postnatal days 1, 4, 9 and 23 (P01, P04, P09 and P23, respectively) before weaning. All animals were housed and terminated in accordance with the 3R principles of the EU directive 2010/63/EU governing the care and use of experimental animals and following local laws and regulations. The use of animals for collecting tissues was reviewed and approved by Laboratory Animal Center of HiLIFE, Helsinki Institute of Life Sciences, University of Helsinki (internal license KEK20-012), as defined in the EU directive 2010/63/EU. For P01, P04 and P09 samples, pups were fed on mother's milk only, while P23 pups were given access to general mouse diet in addition to mother's milk. Harvested ventricles were cut in small pieces (4–8 pieces for P01, P04 and P09 samples; several pieces for P23), rinsed in phosphate-buffered saline, snap frozen in liquid nitrogen, and then stored at −80°C.

**Figure 1:**
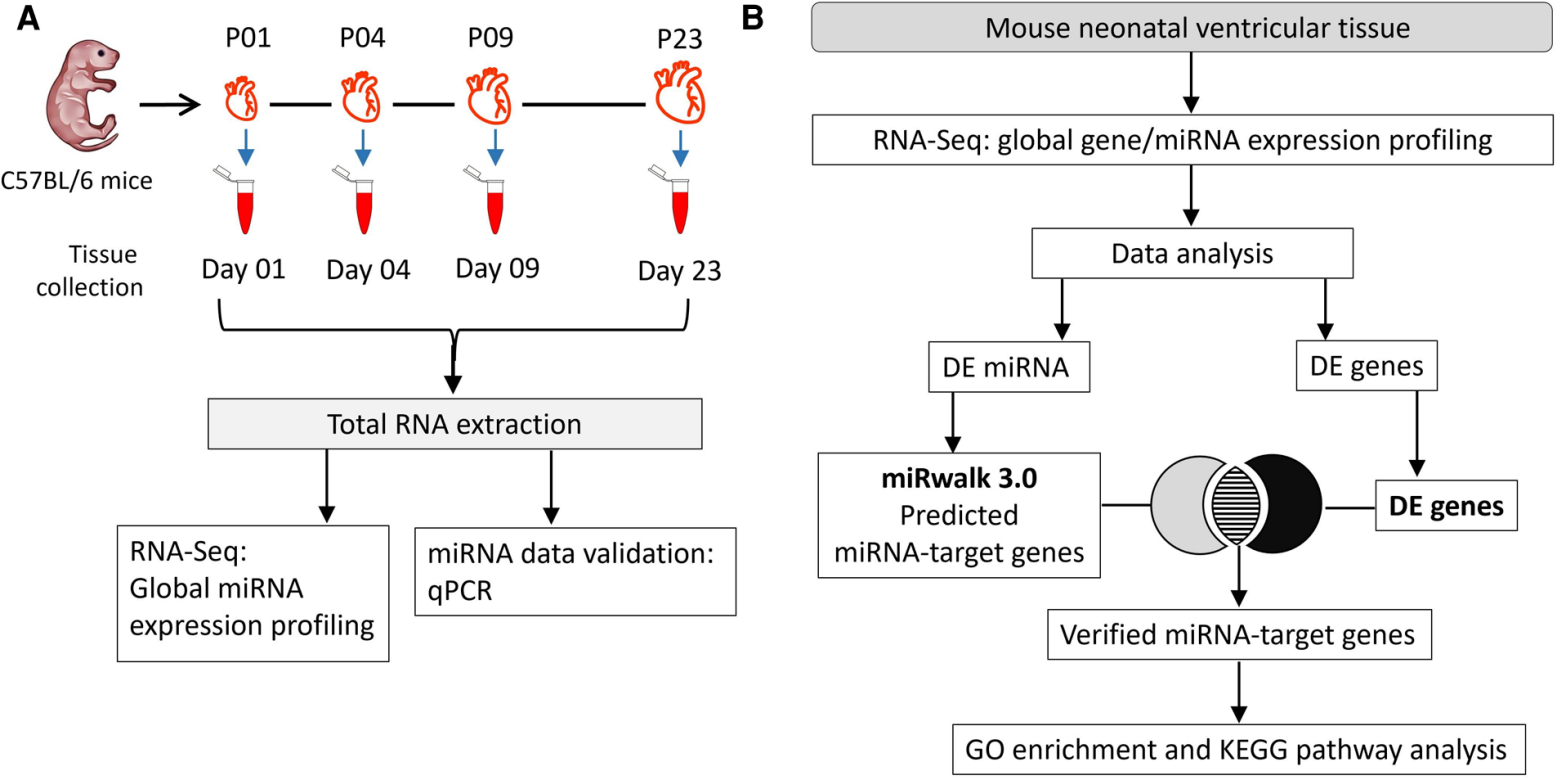
Experimental workflow. (**A**) Total RNA was collected on postnatal days 1, 4, 9, and 23 (P01, P04, P09 and P23, respectively) from mouse ventricles. RNA samples from 4 hearts/group were used in global miRNA expression profiling and data validation studies using qPCR. (**B**) Flow chart of data analysis and integration of miRNA sequencing data with transcriptomic data from (23) to identify target genes. Putative gene targets of miRNAs were verified from differentially regulated genes identified in our previous transcriptomic data analysis (23). DE, differentially expressed; FC, fold change.

### 2.2. Isolation and culture of neonatal mouse cardiac cells

Neonatal mouse ventricular cells were isolated from 1-day old C57BL/6JOlaHsd mice. Twenty-five mice in total were sacrificed by decapitation. Ventricles were excised and dissociated into single-cell suspensions by combining mechanical and enzymatic dissociation using Neonatal Heart Dissociation Kit mouse and rat (Miltenyi Biotec) according to the manufacturer's instructions. CM and non-cardiomyocyte (non-CM; mainly fibroblasts and endothelial cells) populations were isolated using magnetic labeling by Neonatal Cardiomyocyte Isolation Kit mouse (Miltenyi Biotec) according to manufacturer's instructions. Isolated cells were plated on gelatin-coated 12-well plates at 400,000–500,000 cells/well in DMEM/F12 medium supplemented with 10% fetal bovine serum (FBS), 100 U/ml penicillin and 100 µg/ml streptomycin. On the following day, the plating medium of CMs was changed to complete serum free medium (DMEM/F12 supplemented with 2.5 mg/ml bovine serum albumin, 100 units/ml penicillin, 100 µg/ml streptomycin, 5 µg/ml insulin, 5 μg/ml transferrin, 5 ng/ml selenium, 2.8 mM sodium pyruvate, and 0.1 nM triiodothyronine) and plating medium of non-CMs was changed to fresh plating medium. Cells were grown for further four days before RNA sample preparation.

### 2.3. Total RNA extraction and purification

To ensure efficient tissue homogenization and high-quality total RNA extraction, VT samples were homogenized in TriZol® reagent (Thermo Fisher Scientific) using 1 mm zirconia beads and FastPrep-24 5G instrument (MP Biomedicals) with the following settings: speed 6.0 m/s, adapter Quick Prep, time 30s, cycles 4, rest time 300s. Cultured cells were homogenized by lysing in Trizol® reagent. Chloroform was added to homogenized samples and the homogenates were allowed to separate into 3 different layers. RNA in the upper aqueous layer was precipitated using isopropanol, washed with 75% ethanol and redissolved in RNase-free water. Extracted total RNA was purified using DNA-free Kit (Ambion) according to manufacturer's instructions. Integrity and quality of the purified RNA was analyzed using NanoDrop™ 2000 Spectrophotometer and Agilent 4200 TapeStation system.

### 2.4. Small RNA sequencing and data analysis

Small RNA (smRNA) sequencing libraries were prepared using 500 ng of total RNA from each sample and using the SMARTer smRNA-Seq kit for Illumina (Takara Bio) following manufacturer's recommended standard protocol. Briefly, smRNA libraries were generated by step-by-step processes viz. polyadenylation, complementary DNA (cDNA) synthesis, and polymerase chain reaction (PCR) based amplification. Next generation sequencing (NGS) of smRNA libraries (loading concentration 1.5 pM) was performed on an Illumina NextSeq 500 system. The sequencing reads were demultiplexed with Illumina Bcl2Fastq software, and raw data was trimmed using Trimmomatic tool. Data was aligned with mouse genome (GRCm 38.p6) using STAR tool. FeatureCounts program from Subread package was then used to count reads aligning to genes. Differential expression of smRNAs was determined by applying DEseq2 package in R. The data were then filtered for miRNAs and transcripts with very low expression levels (average expression counts <300 counts for all time points) were excluded from further analysis. Statistically signiﬁcant differential expression was deﬁned as fold change >1.8 and FDR-adjusted *p* < 0.01.

### 2.5. miRNA-target gene prediction and verification of miRNA-target genes

Potential target genes of differentially expressed miRNAs were obtained using the miRWalk 3.0 database (22). To verify target genes, the miRWalk-predicted target genes that were differentially expressed genes (fold change ≥1.8; FDR-adjusted *p* ≤ 0.01) in our previously published transcriptomic data (23) were identified and named “verified target genes”. Predicted target genes of upregulated miRNAs were verified using the list of downregulated genes and vice versa. The data analysis workflow is depicted in Figure 1B.

### 2.6. Gene ontology enrichment and KEGG pathway analysis

Database for Annotation, Visualization, and Integrated Discovery (DAVID) was employed in Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis (24). Enriched GO: Biological Process (GO:BP), GO: Cellular Components (GO:CC), and KEGG pathways with *p*-value ≤ 0.05 were identified based on the verified miRNA-target genes and were used to construct miRNA-gene regulatory network. MiRNAs, for which we were able to verify less than 40 differentially expressed target genes based on the miRWalk prediction and mRNA transcriptomics data were not used in GO and KEGG pathway enrichment analysis.

### 2.7. Quantitative real-time PCR

Quantitative real-time PCR (qPCR) was used to validate differential expression of selected miRNAs in VT samples and to compare expression levels in VT, CMs and non-CMs. The cDNA synthesis from total RNA was performed using miRCURY LNA RT kit (Qiagen) according to the manufacturer's protocol. cDNA was diluted 1:80 with nuclease free water as per manufacturer's instructions and then used as a template. qPCR was performed in 384-well plate format using miRCURY LNA miRNA custom PCR panel (Qiagen). The custom panel contained 18 target miRNAs, 4 reference miRNAs (U6 snRNA, miR-130a-3p, 5S rRNA, and miR-28-5p), and 2 RNA spike-ins (UniSp3 and UniSp6) as quality controls. MiRNA amplification was preformed using validated primers (Qiagen), miRCURY SYBR® Green Master Mix (Qiagen), and nuclease-free water (Qiagen) on LightCycler 480® real-time PCR instrument (Roche) as per manufacturer's PCR cycling conditions. Quantification values (Cq) of miRNAs were determined using Roche LightCycler 480® system software. Relative miRNA expression level was determined by analyzing Cq values of miRNAs using the *ΔΔ*Ct method. Statistical analysis was done using *Δ*Ct values and two-tailed Student's t-test method. *p*-value <0.05 was considered as statistically significant.

## 3. Results

### 3.1. miRNA profiling identified differentially regulated miRNAs at different stages in neonatal heart development

Since miRNAs are central regulators of gene expression, and since our previous multi-omics study (23) did not provide information on small non-coding RNAs that may regulate the transcriptomic, proteomic and metabolomic changes in neonatal mouse hearts, we sought to determine the expression levels of miRNAs in mouse ventricular tissue over the neonatal period. 

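Ventricles of 16 C57BL/6JOlaHsd mouse pups, 4 at each of P01, P04, P09 and P23, each gave 1 small RNA library. The SMARTer smRNA-Seq kit adds a poly(A) tail to RNA 3' ends, and the libraries held fragments of rRNA, mRNA, snoRNA and mitochondrial RNA beside miRNAs. miRNA genes took 3.49% ± 0.329 (SD, n = 4) of the counts at P01, 3.63% ± 0.741 at P04, 2.66% ± 0.367 at P09 and 2.54% ± 0.351 at P23. Mitochondrial genes rose from 19.0% ± 0.982 at P01 to 42.4% ± 1.34 at P23, and nuclear rRNA genes fell from 42.8% ± 2.08 to 30.3% ± 1.47. For each of the 5 RNA classes tested, no P23 library overlapped with a P01 library (two-sided exact permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow, adjusted p = 0.0286). The miRNA share at P09 did not pass the same test against P01 (exact permutation p = 0.0571, adjusted p = 0.0952). With mitochondrial genes left out of the total, the miRNA share at P23 was 1.02 times that at P01 in place of 0.726 times (exact permutation p = 0.8). With nuclear and mitochondrial rRNA genes left out it was 0.79 times (exact permutation p = 0.0571). Mitochondrial rRNA, left out in both, took 30.9% of the counts at P23 on average. Gm42418, counted here as nuclear rRNA, took 41.9% at P01. For P23 against P01 the exact permutation p was also 0.0571 without any 1 of the P01 libraries or without P23 replicate 6, at ratios of 0.701 to 0.763. The shares of the libraries left still did not overlap there, and fewer libraries allow fewer splits and so only coarser p-values. For P09 against P01 without P09 replicate 2 the exact permutation p was 0.0286, at a ratio of 0.711.

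**Figure D1:**
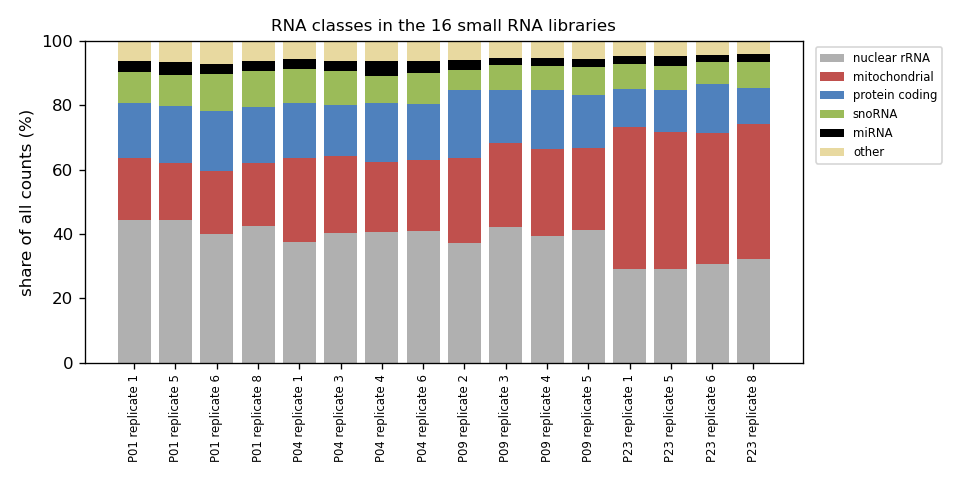
Share of the counts of each library (y axis, percent) on miRNA genes, snoRNA genes, protein coding genes, nuclear rRNA genes and mitochondrial genes at P01, P04, P09 and P23. Each time point has 4 libraries. Mitochondrial genes take 42.4% of the counts on average at P23 and 19.0% at P01.

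The total count per library was 2301587 to 2904097 (median 2832268) at P01, 3336621 to 4478212 (median 3541018) at P04, 3935207 to 5505319 (median 4694582) at P09 and 4694722 to 5553530 (median 5178468) at P23, with 89817 to 175231 counts on miRNA genes. According to the paper, reads were trimmed with Trimmomatic, aligned to GRCm38.p6 with STAR and counted with featureCounts. The counts used here are per miRNA gene, so both arms of a precursor are counted together and Mir150 stands for miR-150-5p. Libraries carry the animal numbers of the count table as replicate numbers. The counts were normalized by TMM over all genes and tested with edgeR's quasi-likelihood test, and a miRNA is called upregulated or downregulated at the paper's thresholds: an adjusted p under 0.01, a fold change over 1.8 and a mean normalized count of at least 300 at 1 or more time points. A second scaling, with TMM factors from the miRNA genes alone and the miRNA counts as library size, is named miRNA scaling. It takes most miRNA genes as unchanged. The paper does not state how reads were counted that match several genes, such as copies of a miRNA, or overlapping genes. Of 1197 miRNA genes, 209 had enough counts to be tested and 64 reached the mean count. Of 141 miRNA genes in the fixed gene lists, 40 had 0 counts in all 16 libraries, among them Mir21a, Mir126a, Mir30d and Mirlet7i.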

We collected ventricular tissue RNA samples at time points corresponding to our previous study (P01, P04, P09 and P23) and quantified the expression of small RNAs by smRNA NGS. We then filtered the data for miRNAs and analyzed changes in miRNA expression levels by comparing various time points from P01 to P23. We outlined time-dependent expression patterns of consistently deregulated miRNAs after comparing P04–P01, P09–P04, and P23–P09 groups (Figure 2). The relative expression levels of differentially expressed miRNAs in all time point comparisons are shown in Figures 3A,B. In the P04–P01 comparison, we found six differentially expressed miRNAs: one upregulated (miR-150-5p) and five downregulated (miR-484, miR-1983 miR-298-5p, miR-210-3p and miR-351-5p). These 6 miRNAs showed consistent up/downregulation in all time points after P01. 

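Mir150, a miRNA of mature lymphocytes, was the gene that rose. Its normalized count was 147 ± 9.63 (SD, n = 4) at P01 and 553 ± 161 at P04, a log2 fold change of 1.91 (standard error 0.20, adjusted p = 8.33e-08 from edgeR). Mir351 (chromosome X, 53053255 to 53053353 of GRCm38.p6, within the lncRNA gene C430049B03Rik) belongs to the cluster of Mir322 and Mir503 on the X chromosome. It fell from 6684 ± 974 to 2987 ± 515 normalized counts, a log2 fold change of -1.16 (standard error 0.18, adjusted p = 1.78e-05 from edgeR). Mir1983 overlaps a tRNA gene, from whose fragments its counts cannot be told apart, and had a log2 fold change of -0.97 (standard error 0.18, adjusted p = 5.17e-04 from edgeR). Mir210, which hypoxia induces in many cell types, had a log2 fold change of -0.95 (standard error 0.19, adjusted p = 0.00153 from edgeR). For Mir484 the value was -0.95 (standard error 0.20, adjusted p = 0.00258 from edgeR). Mir298, next to Mir296 near the imprinted Gnas gene on chromosome 2, had a value of -0.92 (standard error 0.18, adjusted p = 8.04e-04 from edgeR), with 636 normalized counts in P04 replicate 4 and 391 to 411 in the other P04 libraries. Under miRNA scaling, which moves the median log2 fold change of all genes by 0.20, 2 miRNAs rose (Mir150 and Mir7j) and of the 5 falls only that of Mir351 was still called, the values of the others being -0.79 for Mir1983, -0.75 for Mir210, -0.75 for Mir298 and -0.70 for Mir484. The call of Mir210 was lost without P01 replicate 5 (log2 fold change -0.82), that of Mir298 without P01 replicate 1 or P04 replicate 1 (-0.84 to -0.83) or with no filter on low counts (-0.84), and that of Mir484 without P01 replicate 1 or 5 or P04 replicate 3, 4 or 6 (-0.94 to -0.82). That left 3 falls without P01 replicate 1, and 2 miRNAs rose without P01 replicate 5, P04 replicate 1 or P04 replicate 3.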

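At P09, Mir351 stood at 16.5% of its mean normalized count at P01, and at P23 at 5.04%. Mir1983 reached 22.9% and 9.75%, and Mir298 39.6% and 7.25%. Mir210 was at 24.8% of P01 at P09 and 27.8% at P23, and its P23–P09 log2 fold change was 0.16 (standard error 0.20, adjusted p = 0.612 from edgeR). Mir484 was at 36.3% and 43.2%, with a P23–P09 log2 fold change of 0.25 (standard error 0.20, adjusted p = 0.408 from edgeR). In P09 replicate 2 its normalized count was 146, against 228 to 236 in the other P09 libraries. Mir150 was at 530.0 ± 100.2 normalized counts (SD, n = 4) at P09, a P09–P04 log2 fold change of -0.06 (standard error 0.19, adjusted p = 0.887 from edgeR), and at 3377 ± 970.3 at P23, a P23–P09 log2 fold change of 2.67 (standard error 0.20, adjusted p = 6.65e-11 from edgeR). All 6 genes were called in both P09–P01 and P23–P01. Under miRNA scaling, the P09–P01 calls of Mir298 and Mir484 and the P23–P01 call of Mir484 were lost (log2 fold changes -0.59, -0.69 and -0.65), without a change of direction, while the P09–P04 value of Mir150 turned to 0.52 and the P23–P09 value of Mir210 to -0.04, neither called.

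**Figure D2:**
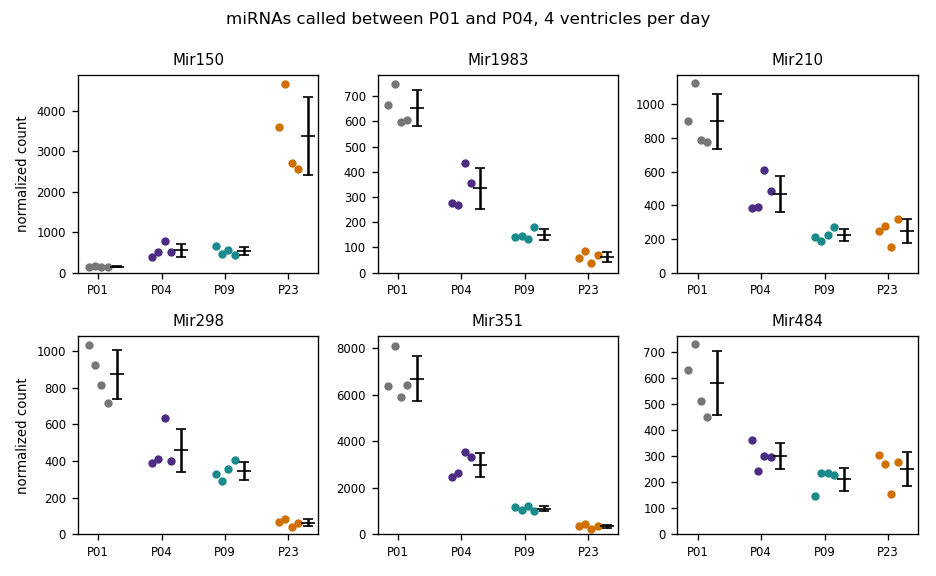
Normalized counts (y axis, TMM over all genes) of Mir150, Mir1983, Mir210, Mir298, Mir351 and Mir484 at P01, P04, P09 and P23. Points are libraries and black bars are the mean ± SD (n = 4). The mean of Mir351 is 6684 at P01 and 337 at P23, while that of Mir150 is 147 and 3377.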

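From P04 to P09, 12 miRNA genes fell: Mir130b, Mir1983, Mir210, Mir335, Mir351, Mir450b, Mir483, Mir503, Mir542, Mir6236, Mir6240 and Mir7k. Of these, 9 had not been called in P04–P01, and Mir1983, Mir210 and Mir351 fell in both comparisons. Independent lists of this size would share 0.938 genes. Lists that took 2 of the 4 P04 libraries for one comparison and the other 2 for the next shared 1 to 8. In 20 simulated series with unchanged groups 0 miRNAs were called, so those series cannot show how much overlap a shared day brings. Of the 6 measured members of the Mir322/Mir503 cluster, 4 fell (4 when adjusted over the list alone), namely Mir351 with a log2 fold change of -1.43, Mir450b with -1.53, Mir503 with -1.36 and Mir542 with -1.34. Only 5 of the 6 reached the mean count, and with no minimum 5 fell. Mir6240 (chromosome 5, 114851948 to 114852064 of GRCm38.p6) went from 218 ± 62.0 (SD, n = 4) to 50.9 ± 1.75 normalized counts, a log2 fold change of -2.09 (standard error 0.17, adjusted p = 6.57e-10 from edgeR). Mir335 lies within Mest and Mir483 within Igf2, both imprinted genes, with a value of -1.07 (standard error 0.23, adjusted p = 0.00219 from edgeR) for Mir335. Mir483 went from 806 ± 165 to 402 ± 58.7 normalized counts (adjusted p = 2.44e-04 from edgeR). Mir130b had a log2 fold change of -1.30, Mir1983 of -1.16, Mir210 of -1.06 and Mir7k of -0.91. In edgeR 0 of the 64 miRNAs rose, 0 had a rise at an unadjusted p under 0.05, and DESeq2 called 0 rises. Under miRNA scaling (median shift 0.53), 2 miRNAs rose (Mir29a and Mir146) and 2 fell, the falls being Mir351 (-0.88) and Mir450b (-0.97), while Mir6240 (-1.51) was not called only because its mean count was then under 300. The call of Mir335 was lost without P04 replicate 4, P09 replicate 3 or P09 replicate 4 (-1.02 to -0.89), and that of Mir7k without P04 replicate 4 or P09 replicate 3 (-0.79 to -0.68), with no filter on low counts (-0.83) and in a fit of only the 2 groups compared.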

In the P09–P04 comparison, we identified 13 downregulated miRNAs, of which 10 were not downregulated in the P04–P01 comparison, but no new upregulated miRNAs (Figures 2, 3A,B). The downregulated miRNAs were also consistently downregulated from P04 to P23 with the exception of miR-6236, which was only downregulated in the P09-P04 comparison. 

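Between P04 and P23, the largest of these falls among genes with little spread was that of Mir6240, with a log2 fold change of -3.42 (standard error 0.19, adjusted p = 1.71e-14 from edgeR). Gm23388, which only the paper calls in P09–P04, had -8.04, a call that leaving out any 1 of 11 libraries ended. Mir351 had a value of -3.15 (standard error 0.19, adjusted p = 4.68e-14 from edgeR). Mir483, Mir503, Mir130b, Mir1983, Mir450b, Mir335 and Mir542 had log2 fold changes between -2.59 and -2.06, and Mir210 one of -0.90, each called. Mir130b and Mir450b were lowest in P23 replicate 6, at 93.1 and 28.4 normalized counts, against 144 to 153 and 80.0 to 87.8 in the other P23 libraries. Mir6236, the most abundant of the 12 genes at P01, had 7061 ± 1206 normalized counts (SD, n = 4) at P04, 2957 ± 620.0 at P09 and 4386 ± 881 at P23. Its P23–P04 log2 fold change was -0.69 (standard error 0.18, adjusted p = 0.00232 from edgeR), under the fold change threshold. Mir7k was at 372 ± 115, 198 ± 38.2 and 253 ± 22.6, with a P23–P04 value of -0.56 (standard error 0.16, adjusted p = 0.00658 from edgeR). Over all miRNAs, 11 rose and 17 fell in P23–P04, or 20 and 12 under miRNA scaling (median shift 0.38), which kept 23 of the 28 calls and ended those of Mir210 and of Mir6240 (-3.01, under the mean count). The P23–P04 call of Mir210 was lost without P04 replicate 4 or P23 replicate 6 (-0.75 to -0.72).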

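From P09 to P23, 18 miRNA genes rose and 10 fell. Mir29a (chromosome 6, 31062660 to 31062747 of GRCm38.p6), of a family known to repress collagen mRNAs, went from 51.2 ± 6.46 (SD, n = 4) to 556 ± 136 normalized counts, a log2 fold change of 3.44 (standard error 0.24, adjusted p = 5.11e-09 from edgeR). Mir7j had a log2 fold change of 1.57 (standard error 0.17, adjusted p = 8.66e-08 from edgeR). Mir486 and Mir3107, which overlap each other within Ank1 and may share reads, had values of 1.21 and 1.52. Mir378a, within Ppargc1b, went from 6433 ± 470.5 to 13438 ± 3455 normalized counts, a log2 fold change of 1.06 (standard error 0.20, adjusted p = 1.10e-04 from edgeR), with 7135 counts in P09 replicate 4 and 6149 to 6266 in the other P09 libraries. Mir378c had a value of 1.44, Mir139 of 1.18, Mir149 of 1.17, Mir30c-1 of 1.06, Mir185 of 0.90, Mir328 of 0.90 and Mir27a of 0.88. The other rises were those of Mir150, Mirlet7a-1, Mirlet7a-2, Mirlet7c-1, Mirlet7f-1 and Mirlet7f-2. Mir150 had also risen by P04, which leaves 17 genes that had not risen before. Among the falls, Mir298 had a log2 fold change of -2.45 (standard error 0.20, adjusted p = 5.84e-10 from edgeR), Mir296 of -1.43 and Mir382 of -0.96. Under miRNA scaling (median shift -0.15), 13 rose and 12 fell, with 22 calls shared, and the rises of Mir185, Mir27a and Mir328 were lost (0.72, 0.70 and 0.73), as were those of Mirlet7a-1 and Mirlet7f-1, while the fall of Mir6240 was larger there (-1.50) and lost its call to the mean count minimum. Calls were lost without P23 replicate 8 for Mir185 (0.78) and Mir328 (0.74), without P23 replicate 5 for Mir27a (0.81) and without P23 replicate 6 for Mir382 (-0.82), and with no filter on low counts for Mir185, Mir27a and Mir328 (0.81 to 0.82).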

In the P23–P09 comparison, we observed upregulation of 19 miRNAs that were not upregulated in previous time points (Figures 2, 3A,B).

**Figure 2:**
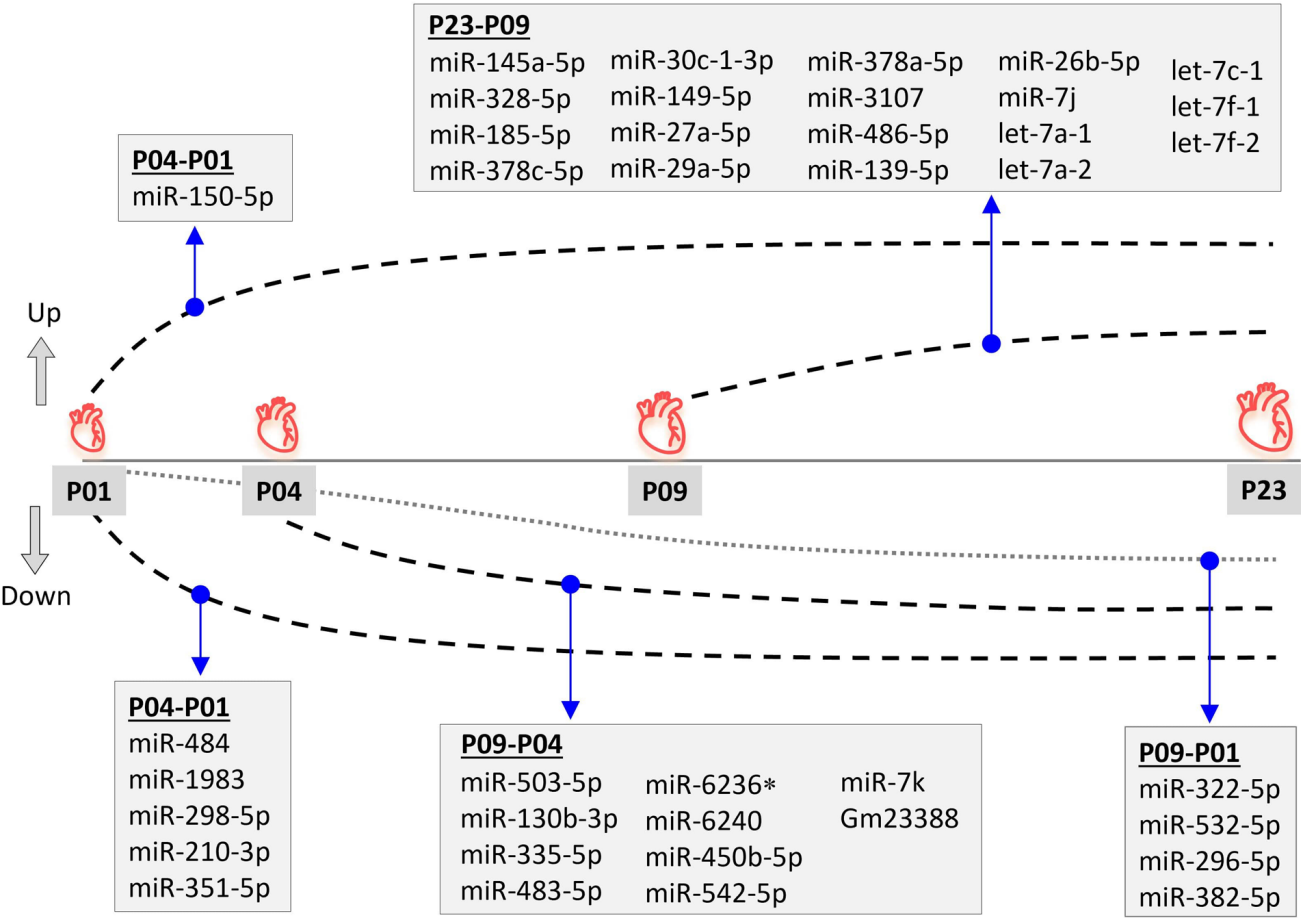
Differential miRNA expression pattern during neonatal mouse heart development. Differentially expressed (fold change ≥1.8; FDR-adjusted *p* < 0.01) miRNAs are shown for time-point comparisons: P04–P01, P09–P04, P09–P01, and P23–P09. All miRNAs apart from miR-6236 remained up- or downregulated also in later time point comparisons, but are only listed for the first time point comparison in which differential expression was observed. *miR-6236 was downregulated in the P09-P01 comparison, but not in P23-P01 comparison.

**Figure 3:**
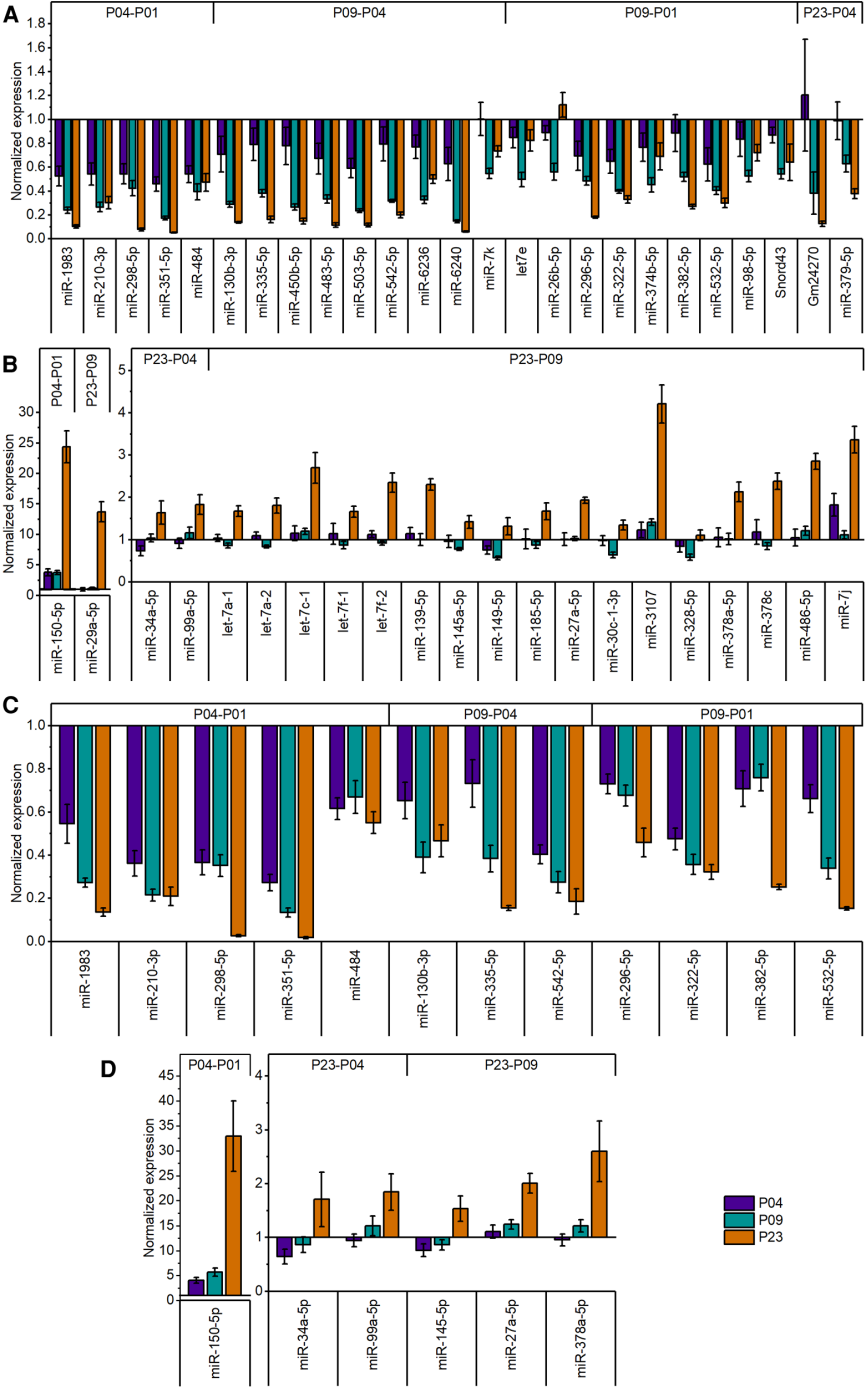
Relative expression levels of differentially expressed miRNAs in postnatal mouse heart. (**A**) Expression levels of downregulated (fold change ≥1.8; FDR-adjusted *p* < 0.01) miRNAs in global miRNA profiling. (**B**) Expression levels of upregulated (fold change ≥1.8; FDR-adjusted *p* < 0.01) miRNAs in global miRNA profiling. The data are presented as normalized to P01 (mean ± STDEV; *n* = 4 animals). (**C,D**) validation of miRNA-sequencing results by qPCR for downregulated (**C**) and upregulated (**D**) miRNAs. Top 18 differentially expressed miRNAs from different time points were selected for validation. Cq values were normalized to the average value of two housekeeping miRNAs (miR-130a-3p and miR-28-5p) from the same sample. The data are shown as normalized to P01 (mean ± STDEV; *n* = 4 animals).

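At P09, 26 miRNA genes were lower than at P01 and Mir150 was higher. The largest fall among genes with little spread was that of Mir6240, with a log2 fold change of -2.85 (standard error 0.17, adjusted p = 2.26e-13 from edgeR). The Mir322/Mir503 cluster had 5 of 6 measured members down (5 when adjusted over the list alone). Only 5 of the 6 reached the mean count, and with no minimum all 6 fell. Of these, Mir351 had a log2 fold change of -2.60 (standard error 0.19, adjusted p = 3.31e-12 from edgeR), Mir503 of -2.14 (standard error 0.18, adjusted p = 3.30e-10 from edgeR) and Mir450b of -1.99. Against the other tested miRNAs the cluster was lower in camera (adjusted p = 0.0081 with a preset correlation, adjusted p = 0.362 with an estimated correlation). Mir335, Mir483 and Mir298 had log2 fold changes of -1.45, -1.66 and -1.34. Mir7k had a value of -0.91, Mir210 of -2.01 and Mir130b of -1.85. The rise of Mir150 had a log2 fold change of 1.85 (standard error 0.20, adjusted p = 2.52e-08 from edgeR). The split under miRNA scaling (median shift 0.73) was 9 rises and 10 falls, and 11 of the 27 calls were shared, while those of Mir335 (-0.71), Mir7k (-0.18) and Mir298 were lost. In that scaling 4 members of the cluster fell, while Mir6240 was under the mean count and not called (log2 fold change -2.08). Without P09 replicate 3 or with no filter on low counts the call of Mir7k was lost (-0.78 and -0.74), and 2 miRNAs rose without P01 replicate 5 or P09 replicate 4.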

We also compared the time point P09 (neonatal heart with no regenerative capacity) to P01 (neonatal heart with full regenerative capacity) and identified 24 differentially expressed miRNAs (Supplementary File S1). Nine of these were miRNAs that had not been differentially expressed in previous comparisons, and 4 showed consistent downregulation also in the P23–P01 comparison (Figure 2). 

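In P09–P01, 12 genes were called that had not been called in P04–P01 or P09–P04, and 6 of them (Gm23388, Mir296, Mir322, Mir382, Mir532 and Mir99b) were also down in P23–P01. Mir322, the mouse counterpart of human miR-424, had a P09–P01 log2 fold change of -1.38 (standard error 0.19, adjusted p = 6.36e-07 from edgeR). Mir532, within Clcn5 on the X chromosome, had a value of -1.35 (standard error 0.29, adjusted p = 0.00211 from edgeR), Mir296 of -1.12 (standard error 0.18, adjusted p = 1.11e-05 from edgeR) and Mir382, of the Dlk1-Dio3 imprinted cluster on chromosome 12, went from 575 ± 54.3 to 287 ± 35.0 normalized counts (SD, n = 4, adjusted p = 3.63e-05 from edgeR). Mir99b had a log2 fold change of -0.86 (standard error 0.19, adjusted p = 5.68e-04 from edgeR). Gm23388, a miRNA gene according to Supplementary File S1, had 843 ± 1032 normalized counts (SD, n = 4) at P01, so that its spread exceeded its mean, and 5.07 ± 2.79 at P09, of which replicate 5 had 9.24. The other 6 genes were Mir149 (-0.88), Mir328 (-0.88), Mir374b, Mir98, Mirlet7e and Snord43. P09–P01 and P23–P01 use the same P01 libraries and shared 19 falls, where independent lists would share 8.53. Lists that took different P01 libraries, 2 for each comparison, shared 16 to 17. The unchanged simulated groups had 0 calls and give no measure of this overlap. With miRNA scaling 10 genes fell in P09–P01 and 16 in P23–P01, and all of the 10 but Mir6236 were in both. Under miRNA scaling, only the call of Gm23388 among these 12 remained. With no filter on low counts the calls of Gm23388, Mir149, Mir328, Mir382, Mir98, Mir99b and Snord43 were lost, and that of Gm23388 also in a fit of only the 2 groups compared. Single libraries ended the calls of Mir149 (without P01 replicate 5 or P09 replicate 3, -0.83 to -0.80), Mir328 (without P01 replicate 5 or P09 replicate 5, -0.83 to -0.70), Mir99b (without P01 replicate 5, P04 replicate 1 or 6 or P09 replicate 3 or 5, -0.85 to -0.75) and Gm23388 (without P01 replicate 1 or 8, P09 replicate 2, 3, 4 or 5 or P23 replicate 1 or 5, -7.79 to -6.29).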

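Mir374b, within Ftx on the X chromosome and overlapping Mir374c, had 549 ± 132 (SD, n = 4) normalized counts at P01, 229.5 ± 21.5 at P09 and 349 ± 121 at P23, and its P09–P01 log2 fold change was -1.26 (standard error 0.23, adjusted p = 4.04e-04 from edgeR). Mirlet7e, in a cluster with Mir99b within Spaca6, had 1983 ± 179, 953 ± 249 and 1504 ± 234, with a P09–P01 value of -1.06 (standard error 0.17, adjusted p = 1.20e-05 from edgeR) and a P23–P09 value of 0.66 (standard error 0.17, adjusted p = 0.00441 from edgeR). Snord43, a gene within Rpl3 that is named as a snoRNA and listed as a miRNA in Supplementary File S1, had 4126 ± 423, 2172 ± 395 and 2443 ± 1155, with a P09–P01 value of -0.93 (standard error 0.22, adjusted p = 0.00216 from edgeR). In P23–P01, log2 fold changes were -0.65 for Mir374b, -0.40 for Mirlet7e, -0.76 for Snord43 and -0.57 for Mir98, none of them called. Mir26b, within Ctdsp1, had 281 ± 39.5, 149 ± 22.5 and 296 ± 76.7 normalized counts, so its mean stayed under 300 at each time point, and P01 replicate 5 had 339.9 where the other P01 libraries had 257 to 268. Its log2 fold change was -0.91 (standard error 0.15, adjusted p = 2.25e-05 from edgeR) in P09–P01, 0.99 (standard error 0.15, adjusted p = 1.02e-05 from edgeR) in P23–P09 and 0.08 (standard error 0.15, adjusted p = 0.711 from edgeR) in P23–P01. The P09–P01 calls of Mir374b (-0.50), Mirlet7e (-0.33) and Snord43 (-0.18) were lost under miRNA scaling, and that of Snord43 also without P09 replicate 2 (-0.80) and with no filter on low counts (-0.77). The P23–P01 values under that scaling were -0.08 for Mir374b, 0.20 for Mirlet7e, -0.22 for Snord43 and -0.01 for Mir98, and those of Mir26b were -0.17 in P09–P01 and 0.81 in P23–P09.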

The remaining 5 miRNAs showed lowest expression levels at P09 but thereafter their expression increased so that their expression level at P23 was close to that at P01 (miR-374b, let-7e, miR-98, Snord43, and miR-26b-5p) or significantly upregulated when compared to P01 (miR-26b-5p). List of differentially expressed miRNAs from all time-point comparisons is provided in the Supplementary File S1.

We then selected several of the top differentially expressed miRNAs for validation by qPCR. The results confirmed the significant downregulation in all downregulated miRNAs selected for validation (Figure 3). Similarly, qPCR confirmed the increase of miRNA expression levels of upregulated miRNAs selected for validation (Figure 3).

### 3.2. Relative miRNA expression in ventricular tissue, cardiomyocytes, and non-cardiomyocytes

In addition to CMs, the VT samples used for the miRNA analysis also contain non-CMs. We therefore investigated the relative expression of selected miRNAs in CMs and non-CMs. Data in Figure 4A demonstrates higher expression of miR-378a-5p, miR-542-5p, and miR-296-5p, and lower expression miR-382-5p and miR-150-5p in CMs compared to non-CMs. We further compared the miRNA expression levels in VT samples to *in vitro* monolayer cultures of CMs and non-CMs. miR-351-5p and miR-150-5p showed significantly higher expression in VT samples compared to CM monolayer culture, while miR-99a-5p showed lower expression in VT than in cultured CMs (Figure 4B). On the other hand, the expression of miR-150-5p, miR-378a-5p, miR-335-5p, miR-130b-3p, miR-210-3p, miR-542-5p, and miR-296-5p was higher in VT samples than in non-CM monolayer culture (Figure 4C). The discrepancies between the CM/non-CM and tissue vs. *in vitro* comparisons can be attributed to effects of cell isolation and *in vitro* conditions to miRNA expression as well as differences in survival or proliferation rates of specific cell types during cell isolation and the 4-day *in vitro* monolayer culture.

**Figure 4:**
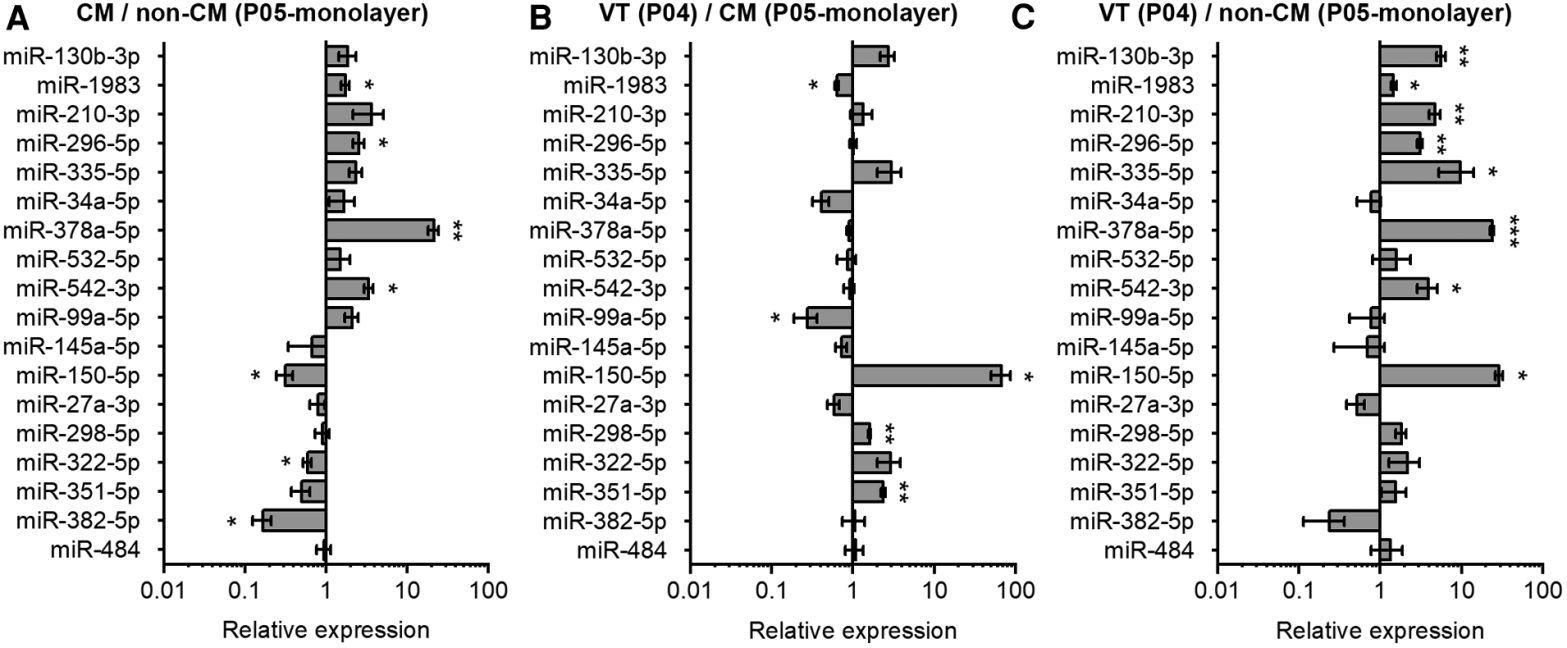
Comparison of miRNA expression in neonatal mouse cardiomyocytes, non-cardiomyocytes and ventricular tissue. The expression of miRNAs in mouse heart tissue and isolated cells was analyzed using qPCR and results are shown as relative miRNA expression for three comparisons: (**A**) cardiomyocytes (CM) vs. non-cardiomyocytes (non-CM); (**B**) ventricular tissue (VT) vs. CM; and (**C**) VT vs. non-CM. The data are presented as average ± standard error of the mean; *n* = 3. *p ≤ 0.05, **p ≤ 0.005, ***p ≤ 0.0005.

### 3.3. Construction of miRNA-gene regulatory networks

After identification of differentially regulated miRNAs, we used miRWalk 3.0 to predict the candidate target genes for each differentially expressed miRNA and verified the predicted target genes by integrative analysis with our previously published mRNA transcriptomic data (23). A comprehensive list of verified target genes of each miRNA is provided in the Supplementary File S2. We then performed GO and KEGG pathway enrichment analysis to investigate sequential changes in neonatal heart development. Significantly enriched GO and KEGG pathways, specifically associated with cell cycle progression, cell proliferation, maturation (including cell growth, mitochondrial maturation, cytoskeletal organization and metabolic reprograming), and relevant regulatory networks were used to construct miRNA-gene regulatory networks.

### 3.4. miRNA-gene regulatory networks in early neonatal heart development (P01 to P04)

The gene regulatory network of the 5 miRNAs downregulated in the early neonatal phase from P01 to P04 included genes involved in mitotic cell cycle processes; DNA replication; DNA repair; and positive regulation of cell proliferation (Figure 5A). These upregulated biological processes associated with cell cycle events are in line with the short term proliferation potential of postnatal CMs and the switch from hyperplastic to hypertrophic growth within a week after birth (25). Upregulated DNA repair process is also in accordance with increase in oxidative DNA damage and DNA damage response in the CMs within the first week after birth (26).

**Figure 5:**
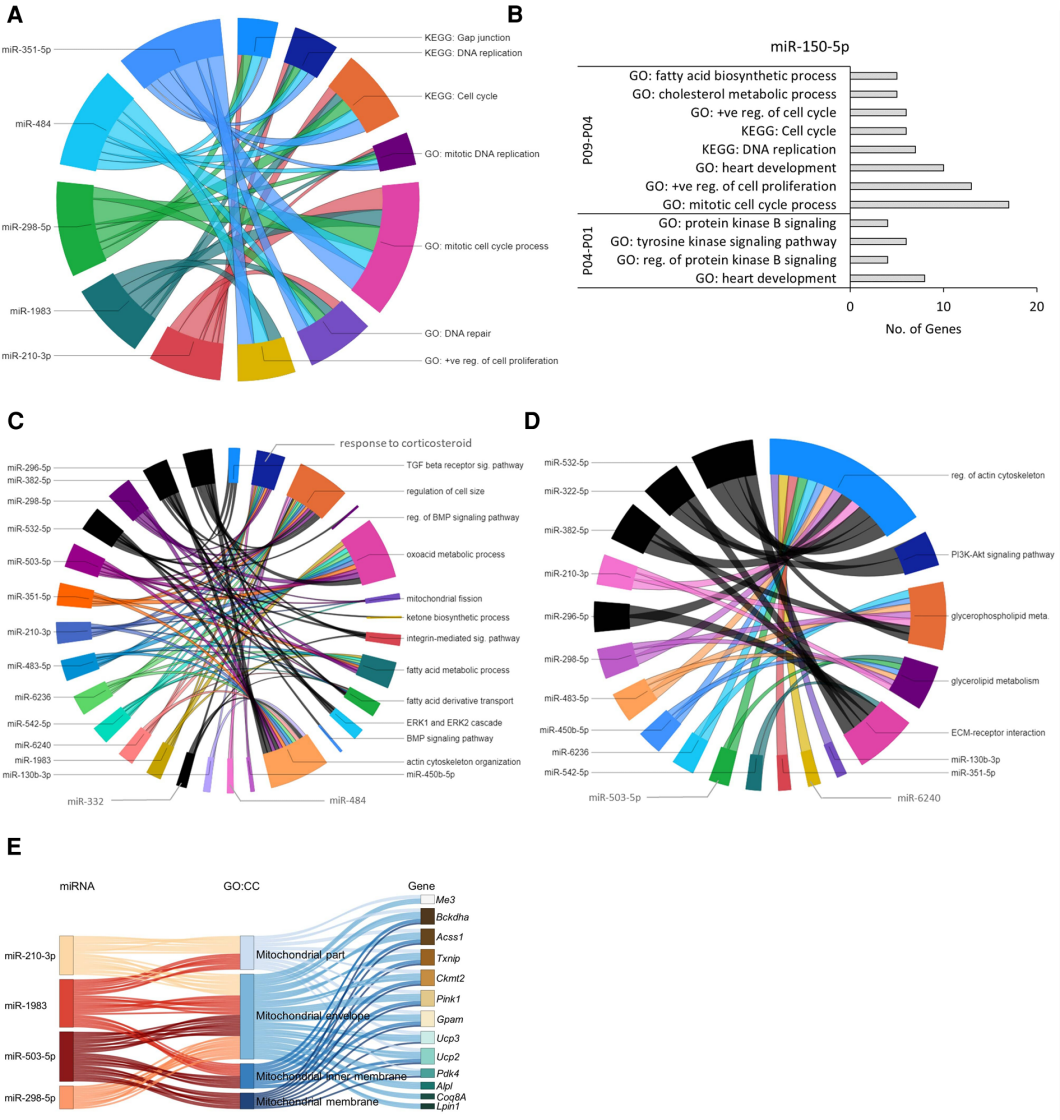
Predicted miRNA-gene regulatory networks in mouse hearts within the first 9 postnatal days. (**A**) Chord diagram showing that target genes of early downregulated miRNAs (P04–P01) were enriched in GO:BP and KEGG pathways (*p* ≤ 0.05) associated with cell cycle and proliferation. (**B**) The upregulated miR-150-5p showed negative regulatory effect on GO biological processes and KEGG pathways (*p* ≤ 0.05) related to cell cycle and proliferation in P01 to P09 time span. (**C,D**) Chord diagram demonstrating interaction network between enriched biological processes (**C**) and KEGG pathways (**D**) with downregulated miRNAs identified in P09–P04 and P09–P01 comparisons. The enrichment of the target genes of each miRNA with the GO biological processes and KEGG pathways (*p* ≤ 0.05) are presented with a single color. Gene-regulatory networks of miRNAs from P09–P01 comparison are shown in black color. The size of the section representing each GO term or KEGG pathway is proportional to the number of target genes associated with the corresponding GO term or KEGG pathway. (**E**) Sankey plot showing mitochondria-associated GO:CC enriched in verified target genes of downregulated miRNAs in the P09–P04 comparison.

In the P04–P01 comparison, the biological processes enriched in the target genes of the upregulated miR-150-5p include protein kinase B signaling; tyrosine kinase signaling pathway; and heart development (Figure 5B), suggesting early postnatal inhibition of AKT signaling, which is a key regulator of glucose metabolism and CM cell cycle progression (9). Furthermore, after P04 (P09–P04 comparison), biological processes and KEGG pathways associated with cholesterol metabolic process, mitotic cell cycle, DNA replication, positive regulation of cell proliferation, and heart development were enriched in the downregulated target genes of miR-150-5p (Figure 5B), suggesting a suppressive role for miR-150-5p in these processes. This data agrees with the previous findings showing a decrease in cell cycle processes and proliferation potential in neonatal CMs within the first week after birth (25). Furthermore, our observation that cholesterol metabolic processes are inhibited in this proliferative to non-proliferative transition is in line with numerous previous reports linking dysregulated cholesterol metabolism to cancer cell proliferation and survival (see for example 27, 28). Information about all enriched GO:BP and KEGG pathways (*p*-value ≤0.05) by verified target genes of each miRNA is provided in the Supplementary File S3.

### 3.5. miRNA-gene regulatory networks in the transition phase (P04 to P09) from proliferative to non-proliferative state in neonatal heart

The biological processes enriched in target genes of downregulated miRNAs in the P09–P04 comparison were related to response to corticosteroids; mitochondrial fission; fatty acid metabolic process; oxoacid metabolic process; actin cytoskeleton organization; and regulation of cell size (Figure 5C) and KEGG pathways regulation of actin cytoskeleton; ECM-receptor interaction; and glycerolipid metabolism (Figure 5D). Moreover, GO:CC enrichment analysis of target genes of downregulated miRNAs (miR-210-3p, miR-298-5p, miR-1983, and miR-503-5p) showed interaction with upregulated mitochondrial genes (Figure 5E). This is in line with the increase in mitochondrial mass and cytoskeletal maturation during early neonatal heart development (29, 30). Information about all enriched GO:BP, GO:CC, and KEGG pathways by each miRNA-target gene is provided in the Supplementary Files S4, S5.

### 3.6. miRNA-gene regulatory networks in maturation and hypertrophic growth phase of cardiac development (P09 to P23)

The ten miRNAs downregulated in the P09–P04 comparison showed consistent downregulation in post P09 heart development with the exception of miR-6236. Downregulation of these miRNAs removed inhibitory effect on the mRNA expression of genes in P09 to P23 period. 

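After P09, Mir483, Mir335, Mir6240, Mir130b and Mir503 kept falling. Mir483 went from 402 ± 58.7 (SD, n = 4) at P09 to 134 ± 34.0 normalized counts at P23, a log2 fold change of -1.59 (standard error 0.19, adjusted p = 1.47e-07 from edgeR). The values were -1.24 (standard error 0.23, adjusted p = 2.37e-04 from edgeR) for Mir335, -1.33 (standard error 0.19, adjusted p = 4.20e-06 from edgeR) for Mir6240, -1.11 (standard error 0.18, adjusted p = 1.97e-05 from edgeR) for Mir130b and -1.07 (standard error 0.18, adjusted p = 5.30e-05 from edgeR) for Mir503. With Mir1983 (-1.23) and Mir351 (-1.71), 7 of the 12 falls of P09–P04 fell again, where independent lists would share 1.88. Lists that took different P09 libraries, 2 for each comparison, shared 5 to 8. The unchanged simulated groups had 0 calls and give no measure of this overlap. Mir450b had a log2 fold change of -0.83 (standard error 0.27, adjusted p = 0.0382 from edgeR), Mir542 of -0.72 (standard error 0.19, adjusted p = 0.00618 from edgeR) and Gm23388 of -1.41 (standard error 2.94, adjusted p = 0.786 from edgeR), none of which was called. In P09 replicate 2 Mir542 had 274 normalized counts, against 228 to 234 in the other P09 libraries. For Mir7k the value was 0.35 (standard error 0.16, adjusted p = 0.116 from edgeR), and for Mir6236 0.57 (standard error 0.18, adjusted p = 0.0173 from edgeR). In P23–P01, 11 of the 12 genes were down, all but Mir7k (-0.55, and 0.04 under miRNA scaling). Under miRNA scaling, Mir450b and Mir542 were called (-1.06 and -0.91), while Mir6240 was under the mean count and not called (-1.50). Only 2 falls were called in P09–P04 in that scaling, those of Mir351 and Mir450b, and both genes fell again from P09 to P23.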

The miRNA-gene regulatory networks showed positive regulatory effect on biological processes including oxoacid metabolic process; fatty acid metabolic process; fatty acid oxidation; glycolytic process; mitochondrial fission; and cellular respiration (Figure 6A). In addition, these miRNAs showed interaction with signaling processes, particularly, ERK1 and ERK2 cascade; actin cytoskeleton organization; stress-induced cardiac hypertrophy; and negative regulation of MAPK cascade and cell proliferation (Figure 6B). Furthermore, these miRNA-gene interaction activated KEGG pathways including valine, leucine, and isoleucine degradation; arginine and proline metabolism; and hypertrophic cardiomyopathy (Figure 6C). We also carried out GO:CC enrichment analysis and found that the target genes of downregulated miRNAs show enrichment of mitochondrial genes (Figures 6D,E; Supplementary File S8). These results are in line with mammalian neonatal CMs exiting cell cycle and undergoing structural, functional, metabolic, and mitochondrial maturation one week after birth (31, 32). The total number of mitochondrial genes targeted by each miRNA are shown in the Supplementary Figure S1. All enriched GO:BP and GO:CC terms from each downregulated miRNA are provided in the Supplementary Files S7, S8.

**Figure 6:**
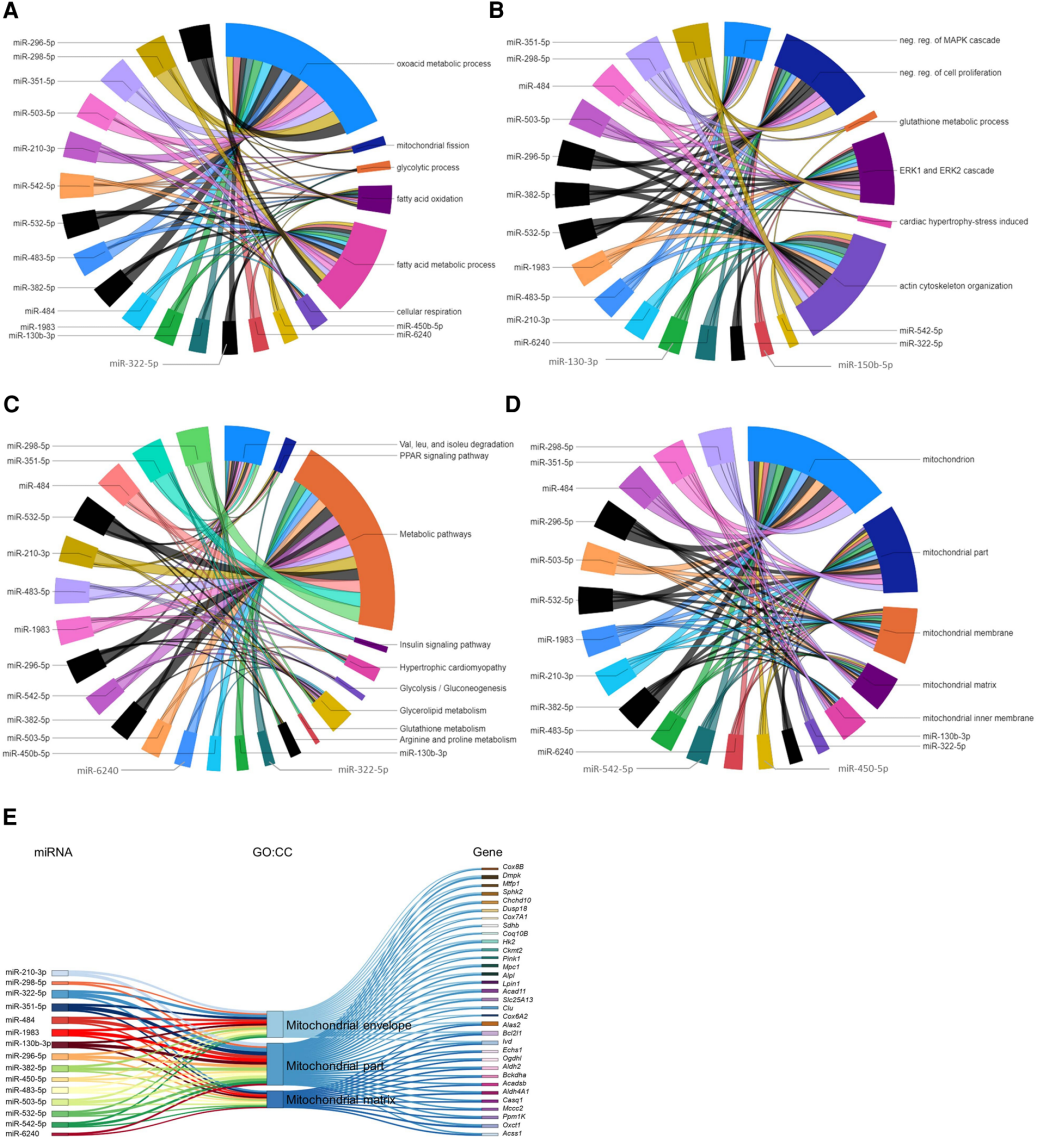
Gene regulatory networks of downregulated miRNAs after postnatal day 9 and miRNAs associated with mitochondrial genes. (**A,B**) GO biological processes with enriched verified target genes of miRNAs that were downregulated in the P23–P09 comparison. The data has been divided into two chord diagrams for clarity of presentation. (**C**) KEGG pathways enriched by verified target genes of miRNAs downregulated in the P23–P09 comparison. (**A–C**) The enrichment of the target genes of each miRNA with the GO biological processes and KEGG pathways (*p* ≤ 0.05) are presented with a single color in the chord diagrams. The size of the section representing each GO term or KEGG pathway is proportional to the number of target genes associated with the corresponding GO term or KEGG pathway. (**D**) Chord diagram demonstrating that verified target genes of miRNAs enriched in mitochondria-associated GO cellular components. The enrichment of the target genes of each miRNA with the GO cellular component are presented with a single color. Gene-regulatory networks of miRNAs from P09–P01 comparison are shown in black color. (**E**) Sankey plot showing mitochondria-associated GO:CC enriched in verified target genes of downregulated miRNAs in the P23–P09 comparison.

The gene regulatory networks of miRNAs upregulated in the P23–P09 comparison showed inhibitory effect on biological processes including mitotic cell cycle process; heart development; DNA repair; and positive regulation of cell proliferation (Figure 7A). Moreover, they suppressed gene expression linked to multiple KEGG pathways, such as PI3K-AKT signaling pathway; cell cycle; DNA replication; MAPK signaling pathway; PPAR signaling pathway; and ECM-receptor interaction (Figure 7B). Our results are consistent with the preceding findings that support the inhibition of cell cycle/proliferation related processes and signaling pathways towards the terminal differentiation of CMs (33, 34).

**Figure 7:**
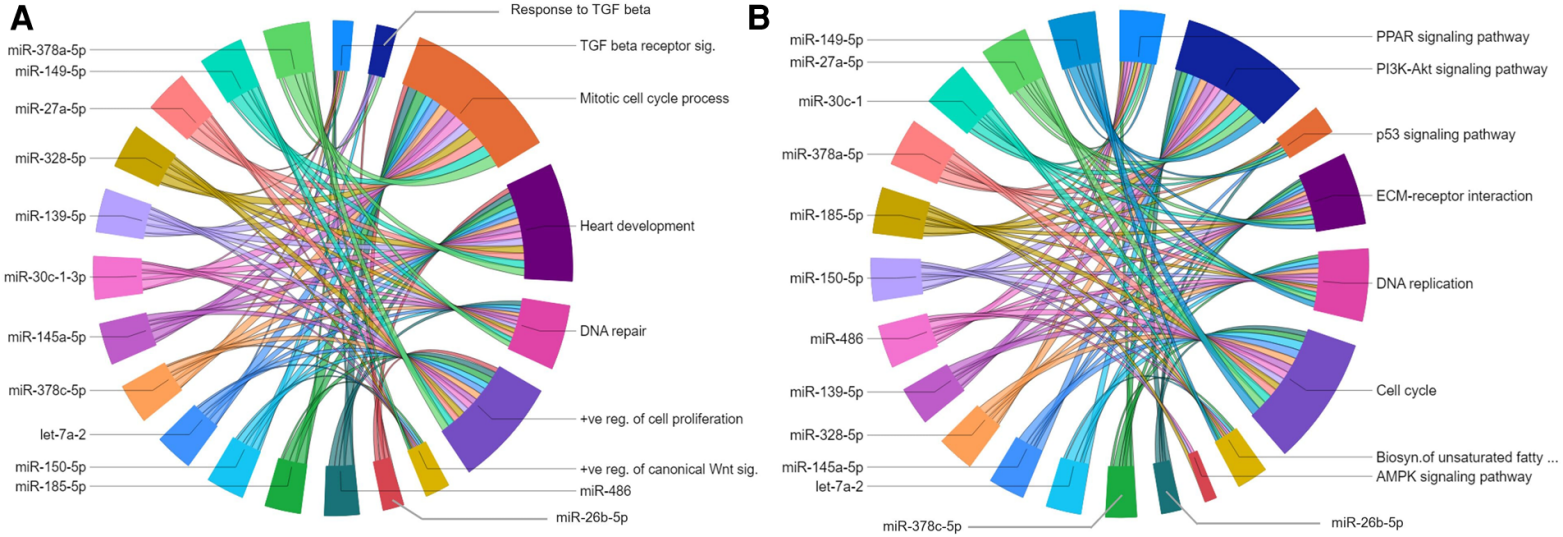
Gene regulatory networks of upregulated miRNAs after postnatal day 9. Chord diagrams showing negative regulation of GO biological processes (**A**) and KEGG pathways (**B**) by target genes of upregulated miRNAs. The enrichment of the target genes of each miRNA with the GO biological processes and KEGG pathways (*p* ≤ 0.05) are presented with a single color in the chord diagrams. The size of the section representing each GO term or KEGG pathway is proportional to the number of target genes associated with the corresponding GO term or KEGG pathway.

Of specific interest for cardiovascular development is the let-7 family of miRNAs, which has been shown to play a role in heart development and cardiovascular diseases (35). Of the five let-7 family members upregulated in our dataset, the miRwalk database provided predicted targets genes only for let-7a-1 and let7a-2. Since there were <40 target genes for let-7a-2, further analyses were only carried out with let-7a-2, target genes of which were linked to biological processes and KEGG pathways similar to other upregulated miRNAs in the P23–P09 comparison. List of all enriched GOs for each upregulated miRNA is provided in the Supplementary File S9.

### 3.7. miRNA-gene regulatory networks during the first 9 postnatal days

The additional P09–P01 comparison showed involvement of more miRNAs in neonatal heart development. The target genes of consistently downregulated miRNAs (miR-296-5p, miR-382-5p, miR-532-5p, and miR-322) in the P09–P01 comparison showed enrichment of biological processes associated with integrin-mediated signaling pathway and ERK1 and ERK2 cascade, and the KEGG pathway ECM-receptor interaction and regulation of actin cytoskeleton (Figures 5C,D). These results agree with the previous studies that reported the involvement of integrins in terminal differentiation of CMs and ERK1/2 activation induced cardiac hypertrophy (36, 37). Detailed information about all enriched biological processes and KEGG pathways by verified target genes of each miRNA obtained in P09–P01 comparison is provided in the Supplementary File S6.

### 3.8. Comparison to previous studies

Finally, to compare our findings to previous studies, which have reported miRNA expression patterns in neonatal heart (38, 39) or the effects of miRNAs on CM proliferation (40), we searched our sequencing data for miRNAs reported in these studies. Of the five miRNAs that Deng et al. (38) identified as upregulated in neonatal vs. adult rat hearts, we detected miR-15b and miR-708 expression in the mouse ventricular samples. While both miRNAs were downregulated with increasing age, miR-708 expression levels were below our threshold to be included in further analysis, and miR-15b was only downregulated in the P23–P01 comparison based on our criteria (Supplementary Figure S2A). 

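Mir15b, within Smc4 (chromosome 3, 69009772 to 69009835 of GRCm38.p6), is a member of the miR-15/16 family. It had 664 ± 102 (SD, n = 4) normalized counts at P01, 434 ± 91.4 at P04, 429 ± 30.7 at P09 and 280.1 ± 72.4 at P23. Its P23–P01 log2 fold change was -1.24 (standard error 0.17, adjusted p = 3.46e-07 from edgeR), and -0.63 (adjusted p = 0.00347 from edgeR) in P09–P01, under the fold change threshold. The P23–P01 value was -0.67 under miRNA scaling, where the call was lost, and the P09–P01 value turned to 0.13. Mir708, within Tenm4, had 16.4 ± 4.46 normalized counts at P01 and 2.66 ± 2.25 at P23, a log2 fold change of -2.62 (standard error 0.52, adjusted p = 9.10e-05 from edgeR). Mir497, which overlaps Mir497b, and Mir195a, of the same family as Mir15b, moved the other way at counts under the minimum, with P23–P01 log2 fold changes of 3.23 (standard error 0.27, adjusted p = 8.00e-10 from edgeR) and 2.27 (standard error 0.27, adjusted p = 6.47e-08 from edgeR).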

Liu et al. (39) reported differential expression of 64 miRNAs in neonatal mouse hearts (P01 compared to P06 or P07). Our sequencing detected 51 of these miRNAs, and those miRNAs, whose expression levels were above threshold to be included for further analysis, are shown in Supplementary Figure S2B. Our results are largely in line with Liu et al.: we detected downregulation of miR-130b, miR-1983, miR-351, miR-450b, miR-483, miR-532 and miR-542 with increasing age in the neonatal period (time points up to P09 in our samples). In addition, miR-99b-3p was downregulated in the P23–P01 comparison, and there was a trend towards downregulation of miR-342-5p. However, let-7a-1 and miR-145 were upregulated in our data from P09 to P23 in contrary to the report by Liu et al. (39).

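Between P01 and P09 all 7 of these genes were downregulated. Mir130b, within 2610318N02Rik, went from 1053 ± 118 to 292 ± 30.1 normalized counts (SD, n = 4). Mir1983 went from 653 ± 70.2 to 149.7 ± 21.6, Mir351 reached 1105 ± 116 at P09, and Mir450b went from 490.0 ± 96.9 to 123 ± 13.7. Mir483 went from 1275 ± 248 at P01 to 31.5% of that mean, Mir532 from 976 ± 57.7 to 383 ± 69.1 and Mir542 from 789 ± 55.6 to 242 ± 22.2. At P04 the means lay between those of P01 and P09, and the P04–P01 log2 fold changes of Mir130b (-0.55), Mir450b (-0.46), Mir483 (-0.66), Mir532 (-0.69) and Mir542 (-0.37) were not called. Under miRNA scaling, 6 of the 7 were still called in P09–P01, and Mir532 was not (log2 fold change -0.62).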

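Mir99b, in a cluster with Mirlet7e on chromosome 17, went from 2986 ± 429 (SD, n = 4) normalized counts at P01 to 1530.1 ± 369 at P23, a log2 fold change of -0.96 (standard error 0.19, adjusted p = 8.61e-05 from edgeR). Both arms of Mir99b are counted together here. Mir342, within Evl, had 1974 ± 284 at P01, 1849.6 ± 438 at P04, 1330.4 ± 75.3 at P09 and 1340.4 ± 261 at P23. Its log2 fold change was -0.57 (standard error 0.17, adjusted p = 0.00903 from edgeR) in P09–P01 and -0.56 (standard error 0.17, adjusted p = 0.00718 from edgeR) in P23–P01, both under the fold change threshold of 1.8, and under miRNA scaling these values were 0.19 and 0.01. The P23–P01 call of Mir99b was lost without P23 replicate 6 (-0.80) and under miRNA scaling (-0.40).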

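Mirlet7a-1 (chromosome 13, 48538179 to 48538272 of GRCm38.p6), whose mature sequence is also made from Mirlet7a-2 and which may share reads with it, had 2056 ± 243 (SD, n = 4) normalized counts at P09 and 3911 ± 854 at P23, a log2 fold change of 0.93 (standard error 0.17, adjusted p = 1.02e-04 from edgeR). Mir145a, a miRNA of smooth muscle within Carmn, had 1603 ± 164 at P09 and 2846 ± 705 at P23, a log2 fold change of 0.83 (standard error 0.18, adjusted p = 9.93e-04 from edgeR), just under the fold change of 1.8. In P09–P01 neither was called, with log2 fold changes of -0.28 and -0.41, which turned to 0.46 and 0.32 under miRNA scaling, not called. The P23–P09 call of Mirlet7a-1 was lost without P23 replicate 8 (0.80), under miRNA scaling (0.75) and with no filter on low counts (0.85). Mir145a was called without P09 replicate 2, P09 replicate 5 or P23 replicate 6.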

Furthermore, functional screening of human miRNAs on neonatal rodent CM proliferation by Eulalio et al. (40) identified a number of miRNAs affecting CM proliferation. The miRNAs with expression levels above our threshold to be included for further analysis are shown in Supplementary Figure S2C. 

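Of the Mir302 family, Mir302a, Mir302c and Mir302d had 2 counts each and Mir302b had 0 counts, among 65201967 counts over all 16 libraries. A count of 0 allows up to 3 counts in that total, for counting error only. No gene of the miR-518 family, which is known from primates, is among the 1197 miRNA genes of the count table.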

We did not detect any members of the pro-proliferative miRNA families miR-518 and miR-302 in the mouse ventricular samples. 

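At P23, 2 of the 8 measured let-7 genes were higher than at P01, and 2 when adjusted over the list alone. Mirlet7c-1 (chromosome 16, 77599657 to 77599750 of GRCm38.p6) had a P23–P01 log2 fold change of 1.35 (standard error 0.20, adjusted p = 1.64e-06 from edgeR), and Mirlet7f-2, within Huwe1 on the X chromosome, of 1.14 (standard error 0.16, adjusted p = 8.44e-07 from edgeR). Mirlet7f-2 had 3792 normalized counts in P23 replicate 6 and 6141 to 6491 in the other P23 libraries. Mirlet7a-2 had a value of 0.76 (standard error 0.17, adjusted p = 3.02e-04 from edgeR), Mirlet7a-1 of 0.65 (standard error 0.17, adjusted p = 0.00202 from edgeR) and Mirlet7f-1 of 0.63 (standard error 0.20, adjusted p = 0.00883 from edgeR), under the fold change threshold. Mirlet7g had 0.30, and 4 further let-7 genes of the count table had 0 counts. Under miRNA scaling 6 of the 8 rose, and Mirlet7e and Mir98, with negative values in the main scaling, had 0.20 and -0.01.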

The upregulation of several let-7 miRNAs at P23 reported in our study is in line with their antiproliferative role reported by Eulalio and co-workers. 

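Mir23b, within Aopep on chromosome 13, had 3666 ± 893 (SD, n = 4) normalized counts at P01, 3059 ± 629 at P04, 2873 ± 280.4 at P09 and 3989 ± 812 at P23. The difference with the smallest adjusted p was a P23–P09 log2 fold change of 0.47 (standard error 0.18, adjusted p = 0.0602 from edgeR). Mir130a, on chromosome 2, had 3047 ± 262, 2819.6 ± 749, 2209 ± 145 and 2589 ± 635, and its P09–P01 log2 fold change was -0.46 (standard error 0.18, adjusted p = 0.0488 from edgeR), which turned to 0.28 under miRNA scaling. Neither gene was called in any of the 6 comparisons.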

The expression levels of miR-23b, miR-130a, which were reported as pro-proliferative miRNAs in the screening carried out by Eulalio et al., were not differentially regulated in our data (Supplementary Figure S2C). However, the downregulation of miR-98 at P09 compared to P01 detected in this study and upregulation of miR-99a in the P23–P04 comparison (Supplementary Figure S2C) are contradictory to their effects on cell proliferation in the study by Eulalio et al.: overexpression of miR-98 inhibited CM proliferation and overexpression of miR-99a promoted CM proliferation (40). 

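Mir98, within Huwe1 next to Mirlet7f-2, had 1433 ± 227 (SD, n = 4) normalized counts at P01, 716 ± 82.4 at P09 and 963 ± 218 at P23, a P09–P01 fall with an adjusted p of 3.80e-05 from edgeR. Mir99a (chromosome 16, 77598936 to 77599000 of GRCm38.p6), next to Mirlet7c-1, had 183 ± 19.5 at P04 and 351 ± 88.5 at P23, with 212 in P04 replicate 4 and 169 to 176 in the other P04 libraries. Its P23–P04 log2 fold change was 0.94 (standard error 0.16, adjusted p = 1.81e-05 from edgeR). Mir98 was not called under miRNA scaling (log2 fold change -0.25) or with no filter on low counts (-0.84), and the call of Mir99a was lost without P23 replicate 5 (0.81).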

The other pro-proliferative miRNAs, identified by Eulalio et al., including miR-590-3p and miR-199a-3p, which promoted cardiac regeneration *in vivo* (40) were not detected (miR-590-3p) or were expressed at a level below the inclusion threshold of our analysis (miR-199a-3p).

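Mir590 is not among the 1197 miRNA genes of the count table. Of the genes that give miR-199a-3p, Mir199a-1, within Dnm2, had its highest mean normalized count at P01, 57.7 ± 20.6 (SD, n = 4), and Mir199a-2 had 0 counts in all 16 libraries. Mir199b, within Dnm1, makes a 3' arm of the same sequence as miR-199a-3p. It had 326 ± 74.8 normalized counts at P01 and 448 ± 86.2 at P23, over the minimum of 300, with a P23–P01 log2 fold change of 0.45 (standard error 0.20, adjusted p = 0.0627 from edgeR), and it was not called in any comparison, while under miRNA scaling it was called as a rise in P09–P01 (1.05) and P23–P01. Reads of that arm cannot be assigned to 1 of the 3 genes.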

## 4. Discussion

Immediately after birth, neonatal mammalian CMs undergo dramatic and rapid changes that include permanent cell cycle exit and a metabolic switch from glycolysis to fatty acid oxidation. The unresponsiveness of adult CMs to mitotic stimulation is a major hurdle in cardiac regeneration after cardiac injury (41–43). Genomic level studies are urgently required to find promising therapeutic targets to induce endogenous cardiac regeneration. MicroRNAs represent a group of such potential therapeutic targets (44). By regulating the expression levels of several genes, one miRNA may be able to regulate various processes that are involved in regeneration. In the present study, we determined differentially expressed miRNAs and constructed miRNA-gene regulatory networks in the neonatal mouse heart to identify new potential regulators of the postnatal loss of cardiac regeneration.

### 4.1. Early postnatal stage (P01 to P04)

Differential expression of the six miRNAs (miR-150-5p, miR-484, miR-1983, miR-298-5p, miR-210-3p, and miR-351-5p) from P01 to all later time points suggests a key role for these miRNAs in heart development. A previous study has shown that miR-298-5p and miR-351-5p are more highly expressed in the early prenatal stages of fetal heart development and are downregulated in the final stage of prenatal mouse heart development (45). In addition, downregulation of miR-1983 and miR-351-5p has been reported in mouse hearts from P01 to P06 and P07, respectively (39). To our knowledge, there are no published reports suggesting the involvement of miR-150-5p, miR-484, and miR-210-3p in mouse heart development.

In line with the dramatic decrease in CM proliferation after the first days of postnatal life, our miRNA-gene regulatory network model predicted that in early neonatal heart development (from P01 to P04) the upregulated miR-150-5p mediates negative regulation of cell cycle, DNA replication, and protein kinase B (AKT) signaling. In line with the prediction of our model, previous studies have linked miR-150-5p to AKT signaling (46) and suggested that it plays a tumor-suppressing role in various cancers (47–49). Consistent with our results, dual inhibition of MAPK and PI3K-AKT pathways using small molecules was recently reported to decrease proliferation and enhance maturation of human induced pluripotent stem cell-derived cardiomyocytes (hiPSC-CMs) (33). PI3K-AKT signaling is also a central regulator of glucose metabolism. Negative correlation of miR-150-5p expression with glucose utilization has been reported in the neonatal rat CMs (50). In our study the verified target genes of miR-150-5p did not however show enrichment with biological processes or KEGG pathways associated with glucose metabolism. On the other hand, our miRNA-gene regulatory network predicted an inhibitory effect on cholesterol metabolic process for miR-150-5p. Cholesterol biosynthesis is essential for mevalonate pathway and cell proliferation. Previous studies that have demonstrated the importance of mevalonate pathway in promoting proliferation of hiPSC-CMs and adult CMs *in vivo* in mice supports our prediction (23, 51). Based on these observations, we speculate that miR-150-5p may play a central role in CM proliferation.

During the first postnatal week, mouse CMs permanently exit cell cycle to cease proliferation. One of the mechanisms regulating this postnatal cell cycle exit is oxidative stress-induced DNA damage response due to the rapid increase in oxygen availability after birth (26). In line with these changes, the miRNA-gene regulatory network for the five miRNAs that were downregulated from P01 to P04 and remained downregulated at later time points (miR-298-5p, miR-351-5p, miR-484, miR-1983, and miR-210-3p) predicted a role for these miRNAs in the regulation of cell cycle, proliferation and DNA repair processes in the P01 to P04 time span. A recent study demonstrated that downregulation of miR-351-5p inhibited proliferation, while its overexpression promoted proliferation in mouse skeletal muscle (52). Similarly, miR-210-3p has been reported to protect H9c2 cardiomyoblasts from hypoxia-induced injury (53) and to regulate glioblastoma cell proliferation under hypoxic conditions (54). There are conflicting reports about the role of miR-484 in cell proliferation in cancer models (55, 56), and to our knowledge, a role in cell proliferation has not been described for miR-298-5p or miR-1983. Our model also predicted a role for miR-351-5p in the regulation of fatty acid oxidation and hypertrophy related processes in the heart. There are no previous reports supporting this prediction.

### 4.2. Postnatal transition from hyperplastic to hypertrophic growth (P04 to P09)

In addition to the five downregulated miRNAs from the P04–P01 comparison, which continued to be downregulated from P04 to P09, our study identified nine miRNAs that were downregulated in the P09–P04 comparison and remained downregulated to P23 (Figure 2). Moreover, one miRNA (miR-6236) was transiently downregulated in the P09–P04 comparison only. Of these, miR-483, miR-130, and miR-450b were found to be downregulated in a previous study between postnatal days 3 and 5 in mouse heart (57). 

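Mir6236 (chromosome 9, 110281287 to 110281409 of GRCm38.p6, within the lncRNA gene Gm39429) had 9361 ± 783 (SD, n = 4) normalized counts at P01. Its log2 fold change was -0.41 (standard error 0.18, adjusted p = 0.143 from edgeR) in P04–P01, -1.26 (standard error 0.18, adjusted p = 1.05e-05 from edgeR) in P09–P04 and -1.66 (standard error 0.18, adjusted p = 1.24e-08 from edgeR) in P09–P01. In P23–P01 it was -1.09 (standard error 0.18, adjusted p = 6.39e-06 from edgeR). The P09–P04 and P23–P01 calls were lost under miRNA scaling (-0.75 and -0.52), and the P09–P01 call was kept.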

To our knowledge, changes in the expression levels of the other seven miRNAs in neonatal mouse heart have not been reported. Our miRNA-gene regulatory network model predicted that these ten miRNAs play a role in the regulation of cell cycle and proliferation. No mechanistic studies are currently available that highlight the relationship between these miRNAs in neonatal cardiac development. However, in a previous study, overexpression of a mimic of miR-6240, one of the downregulated miRNAs in our data, induced proliferation in hiPSC-CMs (57).

The miRNA-gene regulatory networks for these miRNAs (excluding miR-130b-3p) predicted involvement in processes such as fatty acid and glycerolipid metabolism, regulation of cell size, and regulation of actin cytoskeleton, which suggests potential roles in postnatal CM maturation for these miRNAs. Postnatal CMs are known to undergo maturation that includes cytoarchitectural and metabolic maturation, mitochondrial biogenesis, and developmental hypertrophy (58–60). In particular, for miR-322-5p, miR-532-5p, miR-296-5p, and miR-382-5p, the miRNA-gene regulatory networks predicted involvement in the regulation of integrin mediated signaling pathway and ECM-receptor interaction. Our predicted results are in line with the previous report suggesting involvement of integrins in cardiac hypertrophy (61).

The five downregulated miRNAs that we identified in the P04–P01 comparison were also associated with upregulated target genes in the P04 to P09 period. According to the GO and KEGG pathway analysis, these target genes are involved in developmental hypertrophic growth and mitochondrial maturation. The downregulated miRNAs in the P09–P04 comparison were also predicted to interact with mitochondrial genes, which we verified using mRNA transcriptomics data. Supporting our findings, previous studies have reported the involvement of miR-210, miR-484 and miR-130b-3p in the regulation of mitochondrial metabolism in CMs and non-CMs (62–67). The biological functions predicted by our miRNA-gene regulatory network model are thus in line with the well-known postnatal transition from hyperplastic to hypertrophic growth and maturation of mitochondria to allow increased oxidative metabolism.

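At P23, Mir296 had 168 ± 47.9 (SD, n = 4) normalized counts, 17.1% of its mean at P01, a P23–P01 log2 fold change of -2.54 (standard error 0.19, adjusted p = 3.83e-12 from edgeR). Mir382 was at 25.5% of P01, Mir532 at 28.2% and Mir322 at 31.3%, with log2 fold changes of -1.97 (standard error 0.18, adjusted p = 3.85e-10 from edgeR), -1.83 (standard error 0.30, adjusted p = 1.18e-04 from edgeR) and -1.67 (standard error 0.19, adjusted p = 9.62e-09 from edgeR). From P09 to P23, Mir322 and Mir532 had log2 fold changes of -0.29 (standard error 0.18, adjusted p = 0.265 from edgeR) and -0.47 (standard error 0.29, adjusted p = 0.270 from edgeR), which were not called.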

In the additional P09–P01 comparison, four miRNAs (miR-322-5p, miR-532-5p, miR-296-5p and miR-382-5p) were downregulated and remained downregulated at P23. Of these, only miR-532-5p has been suggested to play a role in mouse heart development during the fetal period (45). There are no reports describing differential expression or possible biological roles for the three other miRNAs in heart development.

### 4.3. Changes after the regenerative window (P09 to P23)

Upon comparison of time points after the regenerative window (P23–P09), we detected upregulation 19 miRNAs that were not differentially expressed in earlier time points. Of these miRNAs, miR-486, miR-3107, and miR-378a have been reported to exhibit a similar trend of upregulation during neonatal mouse heart development (57) and the expression of miR-145, miR-378, miR-30c, miR-27a, miR-29a, miR-26a has been reported in the adult mouse heart (45). 

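Of the 18 genes that rose from P09 to P23, 11 were also higher at P23 than at P01: Mir139, Mir150, Mir27a, Mir29a, Mir3107, Mir378a, Mir378c, Mir486, Mir7j, Mirlet7c-1 and Mirlet7f-2. Mir29a had a P23–P01 log2 fold change of 3.67 (standard error 0.25, adjusted p = 8.07e-10 from edgeR), Mir3107 of 1.96 (standard error 0.17, adjusted p = 3.21e-11 from edgeR) and Mir7j of 1.67 (standard error 0.18, adjusted p = 1.01e-08 from edgeR). Mir486, abundant in erythroid and muscle cells, had a value of 1.42 (standard error 0.18, adjusted p = 6.97e-08 from edgeR), with 658 normalized counts in P09 replicate 5 and 528 to 541 in the other P09 libraries. Mir149 and Mir328 had P23–P01 values of 0.29 (standard error 0.18, adjusted p = 0.200 from edgeR) and 0.01 (standard error 0.18, adjusted p = 0.966 from edgeR), and their falls from P01 to P09 were not present under miRNA scaling (-0.14 and -0.11), where the P23–P01 values were 0.83 and 0.62, not called. For Mir149, P01 replicate 5 had 1519 normalized counts and the other P01 libraries 1231 to 1271. Mir185 had 982 in P04 replicate 4 and 539 to 592 in the other P04 libraries. Mir27a, with 341 normalized counts in P09 replicate 5 and 318 to 321.8 in the other P09 libraries, had a P23–P01 log2 fold change of 0.86 (standard error 0.15, adjusted p = 1.47e-05 from edgeR), and its call was lost without P01 replicate 1 or 6 or P23 replicate 5 or 8 (0.79 to 0.84), with DESeq2's size factor method in edgeR (0.84) and in a fit of only the 2 groups compared (0.84).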

For the 11 remaining miRNAs, we did not find information about their expression levels in the heart.

Our miRNA-gene regulatory networks predicted negative regulation of GO and KEGG pathways essential for cell cycle and proliferation. In consistence with our results, overexpression of miR-29a has been reported to inhibit CM proliferation (45). There is no reported role for the other 18 miRNAs on CM proliferation. However, in alignment with our prediction, these miRNAs negatively regulate cell proliferation in various cancer cell types (68–79). Upregulation of these miRNAs might thus represent a major hurdle in reactivation of CM proliferation following a cardiac injury.

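From P09 to P23, 5 of the 8 measured let-7 genes rose, and 5 when adjusted over the list alone. Mirlet7a-1 and Mirlet7a-2 are copies of a miRNA, as are Mirlet7f-1 and Mirlet7f-2. Copies may share reads, so the 5 genes are not separate evidence. The let-7 miRNAs are known to repress growth and cell cycle genes. Mirlet7f-2 went from 2275 ± 195 (SD, n = 4) to 5672 ± 1262 normalized counts, a log2 fold change of 1.32 (standard error 0.16, adjusted p = 2.92e-07 from edgeR). Mirlet7c-1 went from 1641 ± 94.6 to 3647 ± 1207, a log2 fold change of 1.15 (standard error 0.20, adjusted p = 4.93e-05 from edgeR). The values were 1.08 (standard error 0.17, adjusted p = 9.30e-06 from edgeR) for Mirlet7a-2 and 0.90 (standard error 0.20, adjusted p = 8.65e-04 from edgeR) for Mirlet7f-1. Mirlet7g had 0.66 (standard error 0.21, adjusted p = 0.0229 from edgeR) and was not called. In camera the family was higher than the other tested miRNAs (adjusted p = 0.0084 with a preset correlation, adjusted p = 0.358 with an estimated correlation). Under miRNA scaling all 8 values were also positive and 3 were called (Mirlet7a-2, Mirlet7c-1 and Mirlet7f-2), and the call of Mirlet7f-1 was lost there (0.72), without P09 replicate 3 or P23 replicate 5 (0.83 to 0.84) and with no filter on low counts (0.82).

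**Figure D3:**
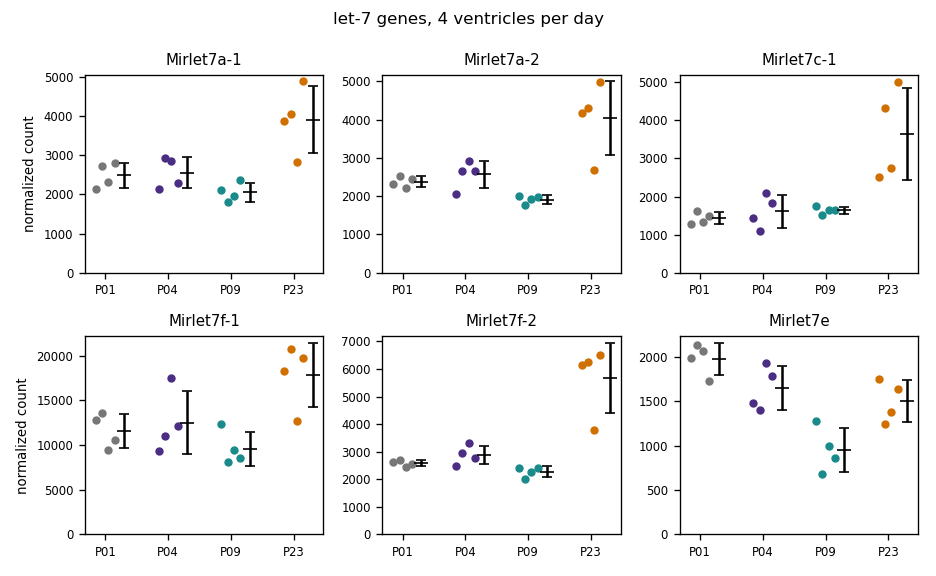
Normalized counts (y axis, TMM over all genes) of Mirlet7a-1, Mirlet7a-2, Mirlet7c-1, Mirlet7f-1, Mirlet7f-2 and Mirlet7e at P01, P04, P09 and P23. Points are libraries and black bars are the mean ± SD (n = 4). The mean of Mirlet7f-2 is 2275 at P09 and 5672 at P23.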

Our data shows upregulation of the let-7 family members in the maturation and growth phase of CMs (P09 to P23). While target gene predictions for all let-7 miRNA family members are not available, the verified target genes of let-7a-2 showed enrichment of biological processes and KEGG pathways involved in promoting cell cycle and proliferation, suggesting an antiproliferative role for let-7a-2 in the mouse heart. The previously reported involvement of the let-7 miRNA family in the proliferation of neonatal rat CMs (40) and maturation and adult-like metabolism of hiPSC-CMs supports our prediction (80).

## 5. Summary and conclusions

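Over the 6 comparisons of the 4 time points, 46 of the 64 miRNA genes over the mean count were called at least once. In P23–P01, 12 rose and 21 fell, and Mir150 had the largest rise, a log2 fold change of 4.52 (standard error 0.22, adjusted p = 1.32e-15 from edgeR). Mir208a, within Myh6, the gene of the adult cardiac myosin heavy chain, rose from 410.3 ± 42.1 (SD, n = 4) to 839.6 ± 216 normalized counts, a log2 fold change of 1.03 (standard error 0.19, adjusted p = 7.16e-05 from edgeR). Mir379, of the Dlk1-Dio3 imprinted cluster, fell with -1.50 (standard error 0.19, adjusted p = 8.00e-07 from edgeR), and P01 replicate 5 had 537 normalized counts of it, against 411 to 428 in the other P01 libraries. Mir351 had the largest fall among genes with little spread, -4.31 (standard error 0.20, adjusted p = 8.01e-17 from edgeR). Gm23388 had a value of -8.80 (standard error 2.12, adjusted p = 0.00395 from edgeR), a call that was lost without P01 replicate 1 or P23 replicate 1, 5, 6 or 8 (-9.17 to -7.70), with no filter on low counts (-8.72) and in a fit of only the 2 groups compared. Under miRNA scaling (median shift 0.58), 25 rose and 16 fell in P23–P01, with 28 of 33 calls shared.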

In summary, our work identified 46 miRNAs, which were differentially expressed at different stages of neonatal heart development. For several of these miRNAs there is no previously described role in cardiac development or disease. Twenty miRNAs were differentially expressed during the time when the heart loses its regenerative capacity, and the miRNA-gene regulatory networks suggest that several of these miRNAs play a role in regulating processes linked to cardiac regeneration. 

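In the first 9 days, counting P04–P01, P09–P04 and P09–P01, 27 miRNA genes were called, of which Mir150 alone rose. The paper's number for this period is lower and is given without its rule, so the 2 counts may be of unlike sets. Of the falls, 19 were still lower at P23 than at P01, among them Mir351, Mir6240, Mir298, Mir1983, Mir483 and Mir503, with P23–P01 log2 fold changes of -4.18 for Mir6240, -3.78 for Mir298, -3.36 for Mir1983, -3.25 for Mir483 and -3.22 for Mir503. Under miRNA scaling, 10 of the 26 falls from P01 to P09 were still called: Gm23388, Mir130b, Mir1983, Mir210, Mir351, Mir450b, Mir483, Mir503, Mir542 and Mir6236. In that scaling 9 miRNAs rose from P01 to P09 (Mir146, Mir150, Mir199b, Mir208a, Mir29a, Mir3107, Mir486, Mir99a and Mirlet7c-1) and Mir7j rose from P01 to P04. Of the 19 falls that lasted to P23, Mir484, Mir6236 and Mir99b lost their P23–P01 calls there, as did Mir6240, which was under the mean count. From the timing of these changes and from networks of predicted target genes that changed in earlier transcriptomic data, the paper proposes that several of these miRNAs take part in processes linked to cardiac regeneration.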

Importantly, most of the identified miRNAs are conserved in humans, which not only supports the hypothesis that they are important regulators of processes common to all mammalian species, but also highlights the translation potential of these findings. As the present study was limited to bioinformatics-based modelling of potential roles for the miRNAs, further studies are needed to assess the exact roles of these miRNAs in different cardiac cell types, heart development and regeneration.

## Data Availability

The datasets generated for this study can be found in the NCBI Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo, accession number GSE221538). All other data are available from the corresponding author upon reasonable request.

# Supplementary material for: Genome-wide profiling of miRNA-gene regulatory networks in mouse postnatal heart development—implications for cardiac regeneration
**Source:** Front Cardiovasc Med. 2023 May 22;10:1148618. doi: 10.3389/fcvm.2023.1148618
**Supplement:** Supplementary file 10

Supplementary Material

1 List of Additional Supplementary Files

Supplementary Figure S1: Image 1
Supplementary Figure S2: Image 2
Supplementary File S1: Table 1
Supplementary File S2: Table 2
Supplementary File S3: Table 3
Supplementary File S4: Table 4
Supplementary File S5: Table 5
Supplementary File S6: Table 6
Supplementary File S7: Table 7
Supplementary File S8: Table 8
Supplementary File S9: Table 9

2 Figure Legends for Supplementary Figures

Supplementary Figure S1. Differentially expressed miRNAs regulate expression of mitochondrial genes in the neonatal mouse heart. The graph shows the total number of mitochondrial genes identified from the verified target genes for each miRNA. Target genes were first predicted using miRWalk 3.0 and then verified using mRNA transcriptomics data (Talman et al. 2018) as described in the Methods section. The verified target genes were used in the GO enrichment analysis for cellular component. Time point comparisons P09-P04 (postnatal day 9 vs postnatal day 4), P09-P01 and P23-P09 are shown in yellow, red and black, respectively.

Supplementary Figure S2. Expression patterns of selected miRNAs from previous studies. Relative miRNA expression in mouse ventricular tissue at 1, 4, 9 and 23 days after birth (P01, P04, P09 and P23, respectively) based on smRNA sequencing. The miRNAs were selected from the following previously published studies: Deng et al. 2017 (A); Liu et al. 2014 (B) and Eulalio et al. 2012 (C). The data are normalized to P01 and are shown as mean + stdev; n=4 animals for each group.

3 References

Deng S, Zhao Q, Zhen L, Zhang C, Liu C, Wang G, Zhang L, Bao L, Lu Y, Meng L, Lü J, Yu P, Lin X, Zhang Y, Chen YH, Fan H, Cho WC, Liu Z, Yu Z. Neonatal Heart-Enriched miR-708 Promotes Proliferation and Stress Resistance of Cardiomyocytes in Rodents. *Theranostics* (2017) 7:1953-65.

Eulalio A, Mano M, Dal Ferro M, Zentilin L, Sinagra G, Zacchigna S, Giacca M. Functional

screening identifies miRNAs inducing cardiac regeneration. *Nature* (2012) 492:376-81.

Liu HL, Zhu JG, Liu YQ, Fan ZG, Zhu C, Qian LM. Identification of the microRNA expression profile in the regenerative neonatal mouse heart by deep sequencing. *Cell Biochem Biophys* (2014) 70:635-42.

Talman V, Teppo J, Poho P, Movahedi P, Vaikkinen A, Karhu ST, Trošt K, Suvitaival T, Heikkonen J, Pahikkala T, Kotiaho T, Kostiaainen R, Varjosalo M, Ruskoaho H. Molecular Atlas of Postnatal Mouse Heart Development. *J Am Hear Assoc* (2018) 7:e010378.

How the deposited data were processed for this re-analysis (not part of the article)

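Small RNA was measured in ventricles of C57BL/6JOlaHsd pups of both sexes at P01, P04, P09 and P23, with 1 library per animal and 4 animals per time point. According to the paper, libraries were made from total RNA with the SMARTer smRNA-Seq kit, which adds a poly(A) tail to RNA 3' ends before cDNA synthesis and PCR, and were sequenced on an Illumina NextSeq instrument. The authors demultiplexed the reads with bcl2fastq, trimmed them with Trimmomatic, aligned them to GRCm38.p6 with STAR and counted them per gene with featureCounts, and their deposited counts are whole numbers that are not normalized. Versions of these tools, the annotation release, the strand setting and the handling of reads that match several places or overlapping genes are not given in the sources used here. The kit has no molecular identifiers, so statements on counting error do not cover PCR. The authors tested the counts with DESeq2 and kept miRNAs with a fold change over 1.8 and an adjusted p under 0.01. They state that transcripts with average counts under 300 at every time point were excluded. Supplementary File S1 still lists Mir26b, Gm24270 and Mir34a, whose highest mean there is under 300.

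The table held 53801 genes, of which 53620 could be given a symbol and 181 could not, and 1197 were miRNA genes, 3 of them by the biotype in Supplementary File S1 alone. Of its value columns, 16 were matched to the samples by name and 1 was not used. Counts are per precursor gene, so that the arms of a miRNA are not told apart. Total counts per library were 2301587 to 5553530, with a median of 4069954.5. Of the miRNA genes, 620 had at least 1 count, 209 passed the filter on low counts and 64 reached a mean normalized count of 300 at 1 or more time points. Libraries of one time point differed by more than the sampling noise in each of 24 pairs (chi-square per degree of freedom 5.05 to 27.9), so none was counted as a copy of another.

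The counts were tested with edgeR's quasi-likelihood test (glmQLFit with robust estimation and glmQLFTest), with TMM factors and 1 fit of all 16 libraries. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total of 15, which left 10742 genes, and p-values were adjusted by Benjamini-Hochberg over these. A miRNA was called at the thresholds of the paper. For genes that are not miRNAs the mean count minimum was not applied to lists. Standard errors were derived from the log2 fold change and the F statistic. Gene lists were tested with camera, with a preset correlation of 0.01 and a prior count of 2, and again with the correlation estimated from the data. Shares of RNA classes were compared with two-sided exact permutation tests over all 70 assignments of 8 libraries. Coordinates and overlaps with other genes are those of GRCm38.p6. The versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

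The steps were tested on simulated data. In simulated counts after P09–P01 with 10132 genes, 2 of 66 genes changed 1.5 times were called, 24 of 62 changed 2 times (38.7%) and 56 of 62 changed 4 times (90.3%), with 2 false calls. In simulated counts after P23–P09 with 10475 genes, 6.06%, 49.2% and 87.9% were called, with 0 false calls. These simulated calls needed only an adjusted p under 0.01 from edgeR, without the fold change threshold of 1.8 or the mean count minimum. The changed genes were drawn from all tested genes and not from the miRNAs alone. The libraries held 89817 to 175231 counts on miRNA genes, and with every library thinned to the total of the shallowest 1, 25 to 26 miRNAs fell in P09–P01, against 26 at full depth. Over 20 simulated series with unchanged groups, 0 miRNAs were called.

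The samples were grouped by the time points of the labels, and all 6 pairs of time points were compared. Before the data were examined, the comparisons, the alternatives, the gene lists and the rule for named genes were fixed. The rule took every miRNA that the paper names in its text, Figures 2 and 3 or Supplementary File S1, whose values had been seen when the rule was written. It also took, per comparison, the 10 largest rises and the 10 largest falls among called miRNAs without overlap between the libraries, and the members of the fixed lists. Of other genes it took members of the mRNA lists and the 5 largest rises and falls in P09–P01 and P23–P09 with a mean count of 300 and no overlap. The miRNA lists were the let-7 family, the Mir322/Mir503 cluster, the Dlk1-Dio3 imprinted cluster, muscle miRNAs (myomiRs), the miR-15/16, miR-29, miR-30 and miR-17/92 families, and miRNAs of erythroid cells, leukocytes, endothelium and smooth muscle, fibroblasts and other tissues. The mRNA lists were cell cycle, fatty acid oxidation, glycolysis, cholesterol synthesis, extracellular matrix, fetal muscle, adult muscle, mitochondrially encoded, erythroid, leukocyte, endothelial, and smooth muscle and fibroblast genes. Target genes that the paper lists in Supplementary File S2 were also tested as lists.

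The alternatives were DESeq2's size factor method in edgeR, TMM factors from miRNA genes alone, DESeq2, no filter on low counts, a mean count minimum of 100 or none, adjustment over miRNA genes alone, an adjusted p under 0.05, a fold change over 2, fits of only the 2 groups compared, and leaving out each of the 16 libraries. DESeq2 with the size factors implied by Supplementary File S1 was added after the data had been seen. RT-qPCR and the target networks of the paper were not analysed here.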

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

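The tests below on Mir150, on miRNAs with 0 counts and on the scaling of the falls were chosen only after the result was seen, and those on depth and on other groupings of the libraries before.

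Mir150 had the largest P23–P01 rise of the called miRNAs, with a log2 fold change of 4.52. A larger share of leukocytes as the whole source would raise Mir142, which all leukocytes carry, by about as much, but the log2 fold change of Mir142 was 0.95, lower by a difference of 3.57 (standard error 0.274). Mir142 is 1 gene, under the mean count minimum and overlapping Mir142b, so it is a weak gauge of the share of leukocytes. Of 6 tested leukocyte mRNAs 2 rose in P23–P01, and the log2 fold changes ran from -0.73 to 2.84. These values lie below that of Mir150 but do not measure the share of leukocytes. Scaling by RNAs other than miRNAs does not account for the rise, since the value with factors from the miRNA genes alone was 5.09. More lymphocytes among the leukocytes remain a possible explanation, because 0 of 8 lymphocyte mRNAs of the fixed list had enough counts to be tested. The age of the animals, which the design names, also stays open and was not tested apart from it.

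Of 141 miRNA genes in the fixed lists, 40 had 0 counts in all 16 libraries, among them Mir21a, Mir126a, Mir133b, Mir30d, Mirlet7b and Mirlet7i. Reads that match several genes may have been left uncounted. Of the 40 genes, 29 carry no copy number in the symbol. The symbol does not show whether another gene makes the same sequence, as with Mir199b and Mir199a-1, so this count cannot decide the question. Reads over a second annotated gene may have been left uncounted: 26 of 77 miRNAs within the span of another gene had 0 counts (33.8%) and 14 of 64 others (21.9%), a difference that did not pass a two-sided Fisher's exact test (p = 0.136). This leaves both explanations open, and the handling of such reads is not given in the sources used here. The lists also hold miRNAs of other tissues, of which 5 of 10 had 0 counts. No biological explanation was tested.

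From P01 to P09, 26 miRNAs fell and 1 rose, and lower depth at P01 is not the cause, since in 10 of 10 draws that thinned every library to the total of the shallowest 1, 25 to 26 miRNAs fell and 1 rose. With factors from the miRNA genes alone 9 rose and 10 fell. Those factors take most miRNAs as unchanged, so rises and falls tend toward balance whatever the cause. The median log2 fold change of the miRNAs over the mean count was 0.15 there and -0.61 in the main setting. That split cannot decide what caused the excess of falls, and scaling by RNAs other than miRNAs stays open. It is not the whole cause of 8 falls that with those factors stayed past the fold change threshold by more than their standard error, namely Gm23388, Mir130b, Mir1983, Mir210, Mir351, Mir450b and Mir503, all still called, and Mir6240, which went from -2.85 (standard error 0.17, adjusted p = 2.26e-13 from edgeR) to -2.08 (standard error 0.231, adjusted p = 1.60e-10 from edgeR) and lost its call because its mean count was then 278. For the other 18 falls, of which Mir483, Mir542 and Mir6236 were still called but lay within a standard error of the threshold, a fall per cell and a lower share of miRNA in the sequenced RNA cannot be told apart, because no amount of RNA per cell was measured. The paper reports that RT-qPCR, scaled to housekeeping miRNAs, also found a significant fall of each downregulated miRNA it tested. Those values were not analysed here, and they cover chosen miRNAs, so they do not weigh falls against rises. The age of the animals stays open as a biological explanation for the 8 and was not tested apart from the day.

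For all 6 comparisons the libraries were also grouped in the other ways that keep 4 against 4, which with the real one gives 35 groupings. The real grouping called the most miRNAs each time. The other groupings mix animals of both ages, which widens the spread within a group, so few calls were likely in them. With that and only 35 groupings, chance cannot be excluded by these counts. The real grouping called 6 miRNAs in P04–P01 and the highest other grouping 1, and the values were 12 and 0 in P09–P04, 27 and 0 in P09–P01, 28 and 0 in P23–P09, 28 and 0 in P23–P04, and 33 and 0 in P23–P01.

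Single libraries lay far from the other 3 of their time point in 19 of 220 groups tested, where chance gives about 1 in 20. P01 replicate 5 was high for Mir149 (1519 normalized counts), Mir26b (339.9), Mir34a (209.7, others 148 to 158) and Mir379 (537). P04 replicate 4 was high for Gm24270 (679, others 157 to 173), Mir185 (982), Mir298 (636) and Mir99a (212). P09 replicate 5 was high for Gm23388 (9.24, others 3.57 to 3.77), Gm24270 (226, others 41.5 to 48.2), Mir27a (341) and Mir486 (658). P09 replicate 2 was low for Mir484 (146) and high for Mir542 (274), and P09 replicate 4 was high for Mir378a (7135). P23 replicate 6 was low for Mir130b (93.1), Mir450b (28.4) and Mirlet7f-2 (3792). The share of nuclear rRNA genes was low in P04 replicate 1 (37.4%, others 40.3% to 40.8%).

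Signals that the paper does not analyse were also present. Of 35 tested miRNA genes of the Dlk1-Dio3 imprinted cluster, 25 fell from P01 to P09 with no mean count minimum, and 9 under miRNA scaling. Mir208b, within Myh7, had a P23–P01 log2 fold change of -4.23 (standard error 0.29, adjusted p = 1.86e-12 from edgeR) at a mean of 107 ± 17.7 normalized counts (SD, n = 4) at P01. Mir497 had a P23–P01 log2 fold change of 3.23 at counts under the minimum. Fragments of 28 of 30 cell cycle mRNAs fell from P09 to P23, and fragments of 19 of 26 fatty acid oxidation mRNAs rose from P01 to P09. Mitochondrial genes took 42.4% of the counts at P23.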

How the results depend on the processing

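Only the alternative with the size factors of Supplementary File S1 was chosen after the data had been seen. No paired analysis was possible because the columns of the count table carry animal numbers that do not pair animals of different days, and not the replicate numbers of the labels. Over all alternatives, 7223 of 7589 values of single genes and lists kept their side of the threshold, 302 lost the threshold and 64 gained it. Of the called genes 0 turned direction, while the direction of lists that did not pass was not compared. Alternatives that change only a threshold keep the log2 fold changes of the main setting. Camera was not repeated with TMM factors from miRNA genes alone, under which 219 values of single genes kept their side, 56 lost it and 2 gained it. TMM factors from miRNA genes alone moved the median log2 fold change of all genes by -0.15 to 0.73, and gave 2 up and 1 down in P04–P01 (1 and 5 in the main setting), 2 and 2 in P09–P04 (0 and 12), 9 and 10 in P09–P01 (1 and 26), 20 up in P23–P04 (11) and 25 up in P23–P01 (12).

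With a mean count minimum of 100, more miRNAs entered, and 8 fell in P04–P01, 23 in P09–P04, 52 in P09–P01, 17 in P23–P09, 39 in P23–P04 and 45 in P23–P01, while 3 rose in P09–P01, 29 in P23–P09, 20 in P23–P04 and 21 in P23–P01. In total 89 were called in any comparison and 55 in the first 9 days. With no minimum, 10, 40, 91, 33, 76 and 89 fell in these 6 comparisons, 2, 1, 7, 40, 27 and 29 rose, 154 were called in any comparison and 98 in the first 9 days. With no filter on low counts, 2 rose in P04–P01 and in P09–P01, and 7 miRNA lists passed camera in P23–P09 (4 in the main setting). It left 18 of 26 falls in P09–P01, without Gm23388, Mir149, Mir328, Mir382, Mir7k, Mir98, Mir99b and Snord43, and 13 of 18 rises in P23–P09, without Mir185, Mir27a, Mir328, Mirlet7a-1 and Mirlet7f-1. It also ended the P04–P01 call of Mir298, the P09–P04 call of Mir7k and the P23–P04 and P23–P01 calls of Gm23388. The cause was not tested. A fold change over 2 left 1 fall in P04–P01 and 6 rises in P23–P04.

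Leaving out 1 library gave 1 to 2 rises and 3 to 6 falls in P04–P01, 0 rises and 10 to 14 falls in P09–P04, 1 to 2 and 22 to 28 in P09–P01, 16 to 25 and 9 to 10 in P23–P09, 9 to 15 and 13 to 19 in P23–P04, 11 to 15 and 19 to 23 in P23–P01, 43 to 53 in any comparison and 23 to 29 in the first 9 days. It left 5 miRNA lists past camera in P09–P01 and 4 in P23–P09, and 6 to 8 and 7 to 8 mRNA lists. The ratio of the miRNA share at P23 to that at P01 was 0.682 to 0.763, and at P09 0.711 to 0.792. Without mitochondrial genes in the total the P23 ratio turned to 1.02, and without nuclear and mitochondrial rRNA genes it was 0.79.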

Differences from the paper's values

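No count or log2 fold change that the paper states or lists differed in the main setting by more than the spread and 1.5 times. Of 137 log2 fold changes in Supplementary File S1, 0 differed, the largest difference was 0.104 and the median difference was -0.05. The paper counts 13 falls in P09–P04, 10 of them new, where 12 and 9 were found here. It counts 24 miRNAs in P09–P01 where 27 were called here, and of the new ones 4 that stay down to P23 and 5 that do not, where both numbers were 6 here. For the 13 and 10 of P09–P04, DESeq2, adjustment over the miRNA genes alone, an adjusted p under 0.05 and leaving out P01 replicate 5 or P09 replicate 2 gave the paper's numbers, as did a fold change over 2 for the 10. Without P09 replicate 5 the numbers in P09–P01 were 24, 4 and 5. The 4 was also given by no filter on low counts and without P23 replicate 6, and the 5 without P01 replicate 5, P04 replicate 3 or P09 replicate 3. The paper counts 19 new rises in P23–P09, where 17 were found here, and no setting gave 19. DESeq2 with the size factors implied by Supplementary File S1, a setting chosen after seeing the values, gave 13 and 10 in P09–P04, 24, 4 and 4 in P09–P01 and 18 new rises in P23–P09, and dropped 4 of the 137 calls of the paper (Mir26b in P09–P01, Mir26b in P23–P09, Gm24270 in P23–P04, Mir34a in P23–P04).

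The paper calls Gm23388 in P09–P04, where the value here was -6.63 (standard error 1.79, adjusted p = 0.0257 from edgeR). DESeq2, adjustment over the miRNA genes alone, an adjusted p under 0.05 and the added setting call it. Mir26b is called by the paper in P09–P01 and P23–P09, while its highest mean here is under 300, and in Supplementary File S1 it is 261.7. A mean count minimum of 100 or none calls it in both, and so does leaving out P01 replicate 1, 6 or 8 or P23 replicate 6 or 8, and for P23–P09 also P01 replicate 5. Mir145a, called by the paper in P23–P09, is called here without P09 replicate 2, P09 replicate 5 or P23 replicate 6 and in the added setting. In P23–P04 the paper calls Gm24270, with a highest mean of 243.2 in its own file, and Mir34a, with 229.0. A minimum of 100 or none calls both, as does leaving out any 1 of the P01 libraries or P04 replicate 1, 3 or 6 for Gm24270 and P23 replicate 6 for Mir34a. The paper also calls Mir7j there, where the value here was 0.84 (standard error 0.17, adjusted p = 2.53e-04 from edgeR). DESeq2, miRNA scaling and the added setting call it, and it is called without P01 replicate 6, P04 replicate 4 or 6, P09 replicate 3 or 5, or P23 replicate 6. Mirlet7a-2 is called by the paper in P23–P01 and here under miRNA scaling, without P23 replicate 6 and in the added setting. Calls made here alone were Gm23388, Mir149, Mir328 and Mir99b in P09–P01 and Mir210 in P23–P04.

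According to the paper's text, miR-26b-5p was higher at P23 than at P01, while the P23–P01 log2 fold change of Mir26b here was 0.08 (adjusted p = 0.711 from edgeR). The legend of Figure 2 gives miR-6236 as down in P09–P01, as Mir6236 was here (-1.66), and as not down in P23–P01, while a sentence of the text gives a fall in P09–P04 alone. Here Mir6236 was also down in P23–P01 (-1.09), a call lost under miRNA scaling (-0.52), and Supplementary File S1 lists both falls (-1.61 and -0.99, the paper's values). All falls of P09–P04 but miR-6236 are described as going on to P23. Of the other 11, 10 were down in P23–P04 and P23–P01 here, and Mir7k was at -0.56 and -0.55 without a call (the second was 0.04 under miRNA scaling). After P09, 7 of the 12 fell again, and Mir210 (0.16), Mir450b (-0.83), Mir542 (-0.72) and Mir7k (0.35) did not pass. Of the new rises of P23–P09, the paper says that none changed earlier, while 2 of 17 here, Mir149 and Mir328, were down in P09–P01. Both calls are lost under miRNA scaling, with no filter on low counts, with a fold change over 2, without P01 replicate 5 and in the added setting, that of Mir149 also without P09 replicate 3 and that of Mir328 without P09 replicate 5.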

Other observations

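The counts at an unadjusted p for lists with 0 calls were chosen only after the result was seen, and the other tests in this part before.

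Fragments of mRNAs, which the kit captures beside miRNAs, changed with age by gene group. From P09 to P23, 28 of 30 cell cycle genes fell and 1 rose (28 and 1 when adjusted over the list alone), with a median log2 fold change of -3.02 and, in camera, adjusted p = 1.54e-30 with a preset correlation and adjusted p = 8.45e-06 with an estimated correlation. Mki67, a marker of cycling cells, had -3.32 (standard error 0.19, adjusted p = 5.11e-14 from edgeR) and Top2a, a topoisomerase of dividing cells, -3.24, while the gene that rose was Mcm7 (1.12), a host gene of Mir106b, Mir25 and Mir93. Of 22 extracellular matrix genes, 9 fell (10 when adjusted over the list alone), with adjusted p = 2.16e-10 with a preset correlation and adjusted p = 0.0154 with an estimated correlation, and Postn, a matrix protein of fibroblasts, had -2.85 (standard error 0.16, adjusted p = 5.11e-14 from edgeR). Of 11 adult muscle genes, 6 rose (6 over the list alone), with adjusted p = 6.12e-09 with a preset correlation and adjusted p = 0.0198 with an estimated correlation, and Ckmt2, the mitochondrial creatine kinase of muscle, had 1.58. Among 6 tested leukocyte genes Lyz2 (1.90) and C1qb (1.99), genes of macrophages, rose (2 over the list alone), with adjusted p = 1.38e-04 with a preset correlation and adjusted p = 0.00846 with an estimated correlation. Erythroid genes had 3 of 5 up (5 over the list alone), with adjusted p = 6.59e-05 with a preset correlation and adjusted p = 0.0501 with an estimated correlation. Mest and H19, imprinted genes expressed in fetal tissue, fell with -3.15 and -2.28, and Tnni1, the slow skeletal troponin I of the fetal heart, with -7.99 (standard error 0.28, adjusted p = 3.06e-19 from edgeR).

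From P01 to P09, 19 of 26 fatty acid oxidation genes rose (19 over the list alone), with adjusted p = 1.04e-12 with a preset correlation and adjusted p = 0.0615 with an estimated correlation. Cpt2 of the carnitine shuttle had 1.95 (standard error 0.22, adjusted p = 1.74e-08 from edgeR), Fabp3, a fatty acid binding protein, 1.75 and Hadha 1.48. Myh7, the fetal cardiac myosin of the mouse ventricle, had -6.35 (standard error 0.23, adjusted p = 4.33e-19 from edgeR) and Myh6, the adult one, 1.69. Of 11 adult muscle genes 5 rose (5 over the list alone; adjusted p = 1.26e-07 with a preset correlation and adjusted p = 0.0615 with an estimated correlation), and of 8 fetal muscle genes 3 fell and 1 rose (3 and 1; adjusted p = 0.0445 with a preset correlation and adjusted p = 0.280 with an estimated correlation). Mitochondrially encoded mRNAs had 5 of 8 up (5; adjusted p = 9.04e-06 with a preset correlation and adjusted p = 0.134 with an estimated correlation), erythroid genes 4 of 5 up (4; adjusted p = 0.00148 with a preset correlation and adjusted p = 0.119 with an estimated correlation), smooth muscle and fibroblast genes 3 of 6 up (3; adjusted p = 0.0255 with a preset correlation and adjusted p = 0.0898 with an estimated correlation), matrix genes 4 of 22 up (4; adjusted p = 0.00457 with a preset correlation and adjusted p = 0.216 with an estimated correlation), and cell cycle genes 2 of 30 down and 1 up (2 and 1; adjusted p = 0.00457 with a preset correlation and adjusted p = 0.0898 with an estimated correlation). With an estimated correlation none of the 8 lists that passed in P09–P01 did so, and 4 of 7 did in P23–P09.

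Lists without a camera call in P09–P01 were glycolysis (4 of 15 up and 1 down, adjusted p = 0.929), cholesterol synthesis (2 of 12 down, 0.593), leukocyte (1 of 6 down, 0.612) and endothelial genes (0 of 8 by edgeR and by DESeq2, with 3 rises and 1 fall at an unadjusted p under 0.05, 0.379). In P23–P09 mitochondrially encoded mRNAs had 3 of 8 up (adjusted p = 1.42e-04 with a preset correlation and adjusted p = 0.175 with an estimated correlation) and glycolysis had 1 of 15 up, Hk2 (adjusted p = 0.00695 with a preset correlation and adjusted p = 0.101 with an estimated correlation). The other lists did not pass in P23–P09: 4 of 26 fatty acid oxidation genes fell (5 over the list alone), of 12 cholesterol synthesis genes 2 fell and 1 rose, 2 of 8 fetal muscle genes fell, 0 of 8 endothelial genes passed edgeR or DESeq2 (1 rise and 1 fall at an unadjusted p under 0.05), and of 6 smooth muscle and fibroblast genes Tcf21 fell.

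Among genes that are not miRNAs with a mean count of 300 at 1 or more time points and no overlap between the libraries, the largest rises were those of Adamts4 (9.53), Xirp2 (4.04), Tuba4a (2.71), Lrtm1 (2.56) and Rgs5 (2.56) in P09–P01, and of mt-Tl2 (2.72), Gsn (2.63), Gm37709 (2.58), mt-Ta (2.34) and mt-Tq (2.25) in P23–P09. The largest falls in that group, beside Myh7, Tnni1, Mest, Postn and H19, were Wnt7b (-3.31), Zfas1 (-3.32), Adgrl1 (-3.86) and Mfsd11 (-4.57) in P09–P01 and Kcnk12 (-2.11) in P23–P09. For these genes the adjusted p from edgeR was under 0.01, except that Adgrl1 did not pass in a fit of only the 2 groups compared (-3.89). Some of them had a wide spread. Adamts4 had 6146 ± 2980 normalized counts (SD, n = 4) at P09 and a P09–P01 standard error of 1.62. Adgrl1 had 762 ± 860 at P01 and mt-Tq 25560 ± 17470 at P23.

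Of the miRNA lists not described with the paper's results, the Dlk1-Dio3 imprinted cluster on chromosome 12 had 1 of 35 tested members called down in P09–P01 (1 over the list alone; adjusted p = 0.00810 with a preset correlation and adjusted p = 0.647 with an estimated correlation) and 1 in P23–P09 (adjusted p = 1.72e-09 with a preset correlation and adjusted p = 0.358 with an estimated correlation). Only 2 of the 35 reached the mean count of 300, and with no minimum 25 fell in P09–P01 and 15 in P23–P09. Mir409 and Mir127 of that cluster had P23–P01 log2 fold changes of -3.03 (standard error 0.20, adjusted p = 1.64e-13 from edgeR) and -1.95 (standard error 0.24, adjusted p = 3.09e-06 from edgeR). The Mir322/Mir503 cluster had 2 of 6 down in P23–P09, or 3 with no minimum (in camera adjusted p = 0.00842 with a preset correlation and adjusted p = 0.358 with an estimated correlation). Erythroid miRNAs had 0 of 4 up by edgeR in P09–P01 (0 by DESeq2, 1 at an unadjusted p under 0.05, and 2 under miRNA scaling, Mir486 and Mir3107) and 2 of 4 in P23–P09 (adjusted p = 0.00810 with a preset correlation and adjusted p = 0.362 with an estimated correlation, and then adjusted p = 0.0157 with a preset correlation and adjusted p = 0.358 with an estimated correlation). Leukocyte miRNAs had 1 of 4 up in both (adjusted p = 0.00810 with a preset correlation and adjusted p = 0.362 with an estimated correlation, and then adjusted p = 0.0731 with a preset correlation and adjusted p = 0.363 with an estimated correlation). The miR-15/16 family had 1 of 7 down in P09–P01 and a median log2 fold change of -0.28, while camera placed it above the other miRNAs (adjusted p = 0.0161 with a preset correlation and adjusted p = 0.384 with an estimated correlation), a call lost with no filter on low counts (adjusted p = 0.142), and the median was 0.43 under miRNA scaling. In P09–P01 the let-7 family had 2 of 8 down, with a median of -0.30 (0.44 under miRNA scaling), and camera placed it above the others without passing (adjusted p = 0.540 with a preset correlation and adjusted p = 0.792 with an estimated correlation). Few members of the remaining lists reached the mean count: 1 of 7 muscle miRNAs, 0 of 3 in the miR-17/92 family, 0 of 4 miRNAs of other tissues, 2 of 2 of endothelium and smooth muscle and 1 of 2 of fibroblasts. Of the members over it, edgeR and DESeq2 called 0 in both comparisons, and at an unadjusted p under 0.05 edgeR gave 1 muscle miRNA and 1 of endothelium and smooth muscle in P09–P01, 1 of the latter in P23–P09, and 0 otherwise. With no minimum, edgeR gave falls of 1 muscle miRNA, 2 of the miR-17/92 family and 2 of other tissues in P09–P01, and in P23–P09 a rise and a fall of 1 muscle miRNA each and rises of 2 of other tissues. Of the muscle miRNAs, Mir1a-1, Mir1a-2, Mir133a-1 and Mir133a-2 had 21 to 277 counts per library. How reads that match several copies of a miRNA were counted is not known. These counts may therefore not show the level of the mature miRNAs or their change. Under miRNA scaling 1 muscle miRNA, Mir208a (1.53), 1 fibroblast miRNA, Mir199b, 1 let-7 gene, Mirlet7c-1, and 2 leukocyte miRNAs, Mir150 and Mir146, were up in P09–P01, and 0 members of the let-7, miR-15/16 and Dlk1-Dio3 lists were called down (9 of the Dlk1-Dio3 list with no minimum). In P23–P09 that scaling called 4 members of the Mir322/Mir503 cluster and 2 of the Dlk1-Dio3 cluster down (22 of the latter with no minimum). The miR-30 family had 0 of 4 called by edgeR in P09–P01 (0 by DESeq2, 3 falls at an unadjusted p under 0.05) and 1 of 4 in P23–P09 (Mir30c-1), and of the miR-29 family only Mir29a was tested.

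In camera all 7 lists of genes that the paper names as targets passed, down for those the paper gives for miRNAs upregulated in its comparisons and up for those of downregulated miRNAs (adjusted p of 9.78e-04 or less with a preset correlation and of 0.0423 or less with an estimated correlation). For P23–P09, 123 of 153 tested genes of the first kind fell and 151 of 238 of the second kind rose, and in P09–P01, 100 of 189 of the second kind rose. The lists of a comparison also hold targets of miRNAs that changed in another one: in P09–P04 Mir150 had a log2 fold change of -0.06 (0.52 under miRNA scaling, not called), and in P23–P09 Mir484 had 0.25 and Mir6236 0.57. The paper chose these genes by their direction in other transcriptomic data of the same ages, so their direction here is not independent evidence of an effect of the miRNAs.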
